# Behavioral and Gene Expression Analysis of Stxbp6-Knockout Mice

**DOI:** 10.3390/brainsci11040436

**Published:** 2021-03-29

**Authors:** Cong Liu, Qian Hu, Yan Chen, Lingqian Wu, Xionghao Liu, Desheng Liang

**Keywords:** Stxbp6, behavior, RNA-seq, weight

## Abstract

Since the first report that Stxbp6, a brain-enriched protein, regulates the assembly of soluble N-ethylmaleimide-sensitive factor attachment protein receptor (SNARE) complexes, little has been discovered about its functions over the past two decades. To determine the effects of Stxbp6 loss on nervous-system-associated phenotypes and underlying mechanisms, we constructed a global Stxbp6-knockout mouse. We found that Stxbp6-null mice survive normally, with normal behavior, but gained less weight relative to age- and sex-matched wildtype mice. RNA-seq analysis of the cerebral cortex of Stxbp6-null mice relative to wildtype controls identified 126 differentially expressed genes. Of these, 57 were upregulated and 69 were downregulated. Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that the most significant enriched KEGG term was “complement and coagulation cascades”. Our results suggest some potential regulatory pathways of Stxbp6 in the central nervous system, providing a remarkable new resource for understanding Stxbp6 function at the organism level.

## 1. Introduction

Neurological disorders were the second leading cause of death worldwide in 2016, exerting a heavy, growing burden worldwide [1]. Neurological disorders require relatively more attention and research support. Various studies suggest that soluble N-ethylmaleimide-sensitive factor attachment protein receptor (SNARE) complexes are involved in neurological diseases [2]. The SNARE complex is a parallel four-helical bundle comprising synaptobrevin-2 (VAMP-2), syntaxin-1, and SNAP-25 [3]. SNARE proteins are essential for membrane fusion and exocytosis [4]. Past studies have shown that VAMP-2-null mice die immediately after birth [5], but VAMP-2-heterozygous-null mice exhibit improved motor coordination [6]. Syntaxin-1 deletion causes loss of neurons and embryonic lethality in mice [7]. Mice with brain-specific SNAP-25 deletion show schizophrenia-like characteristics like hyperactivity, enhanced stereotypical movements, and reduced prepulse inhibition [8].

Amisyn (STXBP6), a small SNARE protein that is a negative regulator of SNARE complex formation, has come to our attention. STXBP6 was first reported to be a brain-enriched protein with a tomosyn- and VAMP-like coiled-coil-forming domain that specifically binds to syntaxin-1 to regulate SNARE complex formation [9]. Later, STXBP6 was found to negatively regulate exocytosis by interfering with the fusion pore [10]. STXBP6 haploinsufficiency was observed in an autistic boy [11]. Stxbp6 gene silencing increased the secretion of large dense-core vesicles (LDCVs) in mouse β-TC3 cells, while its overexpression suppressed secretion [12]. A recent study showed that amysin upregulation suppresses insulin secretion in human β-cells [13]. However, little is known about how Stxbp6 depletion affects nervous-system-associated phenotypes.

Here, we constructed a global Stxbp6-knockout mouse using CRISPR/Cas9 and carried out behavioral and gene expression analysis. We found that Stxbp6-null mice survive normally but gain less weight than age- and sex-matched wildtype mice. Stxbp6-null mice exhibited changes in transcriptomes involving a series of genes, including Il22 and C3. Together, these findings suggest that Stxbp6 has important biological functions, though its depletion may be insufficient to induce severe neurological disorders, at least in our experimental setting.

## 2. Materials and Methods

### 2.1. Mouse Model

Mice used in this study had a C57BL/6 genetic background and were maintained under 12/12 h light/dark cycles with ad libitum access to food and water. 

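Stxbp6 lies on the minus strand of chromosome 12 of the mouse genome build GRCm38, from 44852484 to 45074709, and is a protein-coding gene in the GENCODE M21 annotation. Its 2 full-length coding transcripts, of 4553 and 4209 bases, have 6 exons each, differ in their first exon and in a few bases at the 3′ end, and encode the same number of residues, 210. The start codon is in exon 2, which holds 154 coding bases, and the stop codon is in exon 6, which holds 24. Exon 3 runs from 44902860 to 44902990, is 131 bases long and is coding over its whole length. Since 131 is not a multiple of 3, a transcript in which exon 2 is joined to exon 4 is read in another frame from the junction on. In the sequence of the longer transcript without exon 3, the first stop codon in frame, TGA, falls in exon 4, and the predicted product has 56 residues. The first 51 of them are those of the full-length protein, encoded by exon 2, and the last 5 come from the shifted frame. These are predictions from the annotated transcript sequence and not measurements of RNA or protein.

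**Figure D1:**
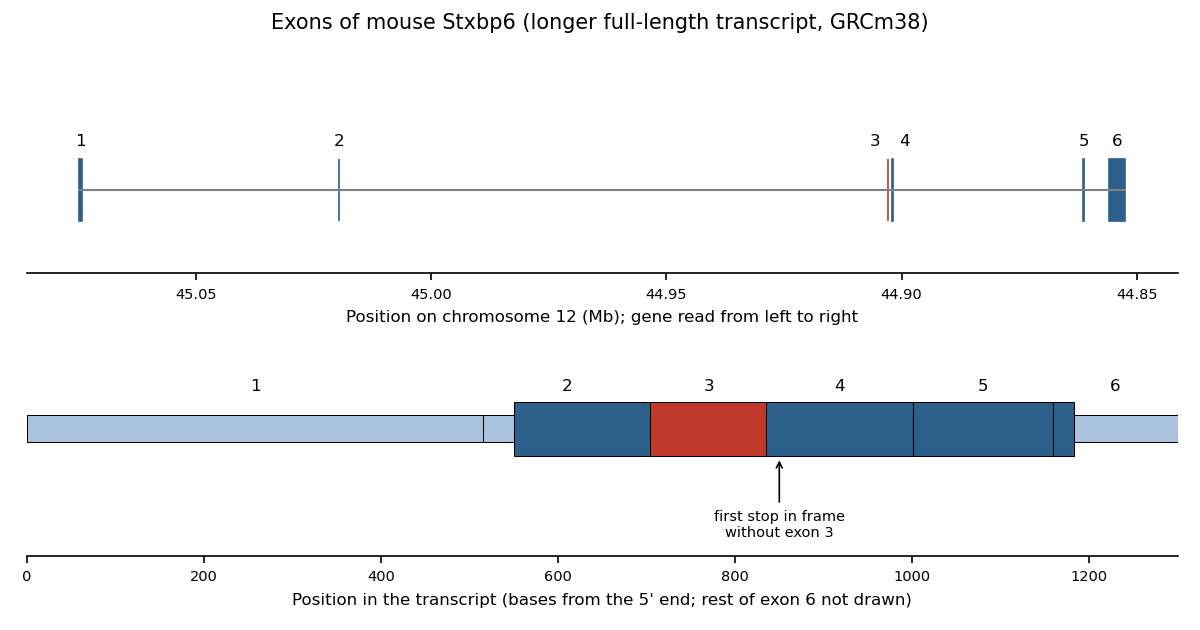
Exons of the longer full-length Stxbp6 transcript drawn to scale. The upper axis gives the position on chromosome 12 of GRCm38 in Mb, with the gene read from left to right, and the lower axis gives the position in the transcript in bases, where tall boxes are coding, low boxes are untranslated and exon 3 is red. Exons 3 and 4 lie close together in the gene, and the arrow marks the stop codon in exon 4 that ends the predicted product of 56 residues.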

Stxbp6-knockout mice were created using CRISPR/Cas9 to delete exon 3 and flanking sequences (total size: 707 bp) on Stxbp6 (Cyagen Biosciences, Suzhou, China). Mice were killed by cervical dislocation, and tissues were isolated by handpicking. The study protocol was approved by the School of Life Sciences of Central South University Institutional Animal Care and Use Committee (2015031304).

### 2.2. Genotyping

Genomic DNA was extracted from mouse tail tissue using the Trelief Animal Genomic DNA Kit (TsingKe Biotech, Beijing, China). Genotypes were determined by PCR using 2× Phanta Max Master Mix (Vazyme, Nanjing, China) using the following primers: 5′-gcatcgcagccagtggtgtt-3′ (forward) and 5′-gggcattaggaggcaaatgaaatt-3′ (reverse). DNA electrophoresis was done on 1% agarose gels with wildtypes and homozygotes producing single bands of 1306 and 599 bp, respectively. Heterozygotes produced both bands.

### 2.3. Western Blot Analysis

Protein was extracted from the brain tissues, denatured in 2× SDS sample loading buffer (Beyotime Biotechnology, Shanghai, China) for 10 min at 95 °C, and then resolved on 12% SDS-PAGE (sodium dodecyl sulfate–polyacrylamide gel electrophoresis). Proteins were then transferred onto PVDF (polyvinylidene fluoride) membranes and blocked with 5% nonfat milk for 1 h, at room temperature. They were then incubated in primary antibodies against Stxbp6 (antibodies-online, Atlanta, GA, USA) and β-actin (Cell Signaling Technology, Danvers, MA, USA) overnight at 4 °C. Membranes were washed thrice with 1× PBST and incubated in anti-rabbit IgG (Jackson ImmunoResearch, West Grove, PA, USA) secondary antibody for 1 h, at room temperature. After washing, a chemiluminescent signal was developed and imaged on X-ray film on a ChemiDoc XRS+ system (Bio-Rad, Hercules, CA, USA).

### 2.4. Behavioral Analysis

The open field test, rotor-rod test, three-chamber test, and Morris water maze (MWM) were carried out as previously described [14,15], with modifications. Briefly, in open field tests, mice were placed in an open field chamber (an opaque plastic box: length 72 cm, width 72 cm, and height 40 cm) for 10 min. The total distance moved, traveled distance, and time spent in the central area (36 × 36 cm) were recorded using video tracking software (Anilab, Ningbo, China). In rotor-rod tests, mice were placed on the rotating rod (20 rpm); automatic sensors were used to capture when mice fell off the rod and the latency to fall was recorded. The three-chamber test was done in a three-chambered box (length 20 cm, width 40 cm, height 30 cm) with openings between the chambers, with the left and right chambers separated by the middle chamber containing a wire cage. First, two wire cages were empty at Stage 1. Then, a never-before-met mouse (Stranger 1) was placed under the left wire cage at Stage 2. Finally, the second never-before-met mouse (Stranger 2) was placed under the right wire cage at Stage 3. The experimental mouse was placed in the middle chamber for 10 min in each stage, and time spent with the empty wire cage or another mouse was recorded. In the MWM test, mice were placed in a MWM circular water tank, containing water opacified with milk and a hidden platform placed about 1 cm below the water surface. At the pre-training stage, the mouse was placed into the water at one of four starting quadrants and trained to find the platform within 60 s. At the post-training stage, the platform in the target quadrant was removed from the water tank, and mice were allowed to swim for 60 s. Time spent in the target quadrant, the latency in finding the position where the platform had been in the pre-training stage, and the number of times the mouse crossed were recorded. Body weight was taken on an electronic balance.

### 2.5. Differential Expression (DE) Analysis

The R (v3.5.3) package [16] DESeq2 (v1.22.2) [17] was used to identify differentially expressed genes (DEGs) between two groups using the raw counts table with raw reads mapped to each gene (row), for each sample (column) as input. Statistically significant DEGs were identified using |log_2_ FoldChange| ≥ 1 and *p* < 0.05 as cutoffs.

### 2.6. Enrichment Analysis

To assess the functions of DEGs, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the DEGs were performed using the enrichGO and enrichKEGG functions of the clusterProfiler (v3.10.1) package [18] in R, respectively. The significant GO terms were annotated and plotted using the dotplot function of clusterProfiler package, as were the KEGG pathways. Benjamini–Hochberg-adjusted *p* < 0.05 indicated statistical significance.

### 2.7. Protein–Protein Interaction (PPI) Network Analysis

A PPI network of DEGs was constructed and visualized using the Search Tool for the Retrieval of Interacting Genes (STRING) database (v11.0) [19] and Cytoscape (v3.6.1) [20] software, respectively. In the data settings on the STRING website, we changed the parameters as follows: (1) meaning of network edges: evidence; (2) active interaction sources: Textmining & Experiments & Databases & Co-expression; (3) minimum required interaction score: highest confidence (0.900); and (4) display simplifications: hide disconnected nodes in the network. Crucial genes in the PPI network were identified using the cytoHubba (v0.1) [21] plugin on Cytoscape, using the maximal clique centrality (MCC) method to identify important subnetworks and hub genes.

### 2.8. Quantitative Real-Time Polymerase Chain Reaction (QRT-PCR)

Gene expression analysis was done using species-specific QRT-PCR. Primers were designed using NCBI’s Primer-BLAST [22]. Primer sequences are shown in Table S3. RNA was extracted from tissues and cells using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and reverse-transcribed using HiScript II Q RT SuperMix with gDNA wiper (Vazyme, China) following the manufacturer’s instructions. QRT-PCR was performed on a CFX96 Touch Real-Time PCR system (Bio-Rad, USA), using ChamQ Universal SYBR qPCR Master Mix (Vazyme, China). The QRT-PCR protocol was as follows: 1 cycle of 30 s at 95 °C, followed by 40 cycles of 10 s at 95 °C and 30 s at 60 °C. Samples were analyzed in triplicate, and the relative gene expression was determined using the 2^−ΔΔCt^ method using beta-actin as a reference gene [23]. Statistical significance between two groups was determined via Student’s *t*-test on GraphPad Prism (v6.01). *p* < 0.05 indicated statistical significance.

## 3. Results

### 3.1. Global Stxbp6-Knockout Mouse Model

To establish the global Stxbp6-knockout mouse, we designed two sgRNAs targeting exon 3 on Stxbp6 so as to completely excise exon 3 and cause premature termination of translation in exon 4. The protein that might be generated after the removal of exon 3 only retained part of the pleckstrin homology (PH-like) domain (Figure 1a). Deletion of the 707 bp target sequence was verified by Sanger sequencing (Figure S2). No off-target sites were observed in the initial three mice (Tables S1 and S2 and Figure S1). Mouse genotypes were confirmed by PCR (Figure 1b), and Stxbp6 protein levels were determined by Western blot analysis (Figure 1c). In wildtype (WT) mice, a 24 kDa band was evident, but this band was absent and reduced in Stxbp6-knockout and heterozygous mice, respectively. After months of breeding and observation, we found that Stxbp6-null mice are viable. These Stxbp6-null mice are a valuable tool for investigating Stxbp6 in vivo.

### 3.2. No Obvious Behavioral Abnormalities Were Observed in Stxbp6-Knockout Mice

STXBP6 is reported to be a brain-enriched SNARE protein and has been considered a candidate gene for autism spectrum disorder (ASD). Next, we performed a series of behavioral tests on Stxbp6-null mice to assess whether they have neurological disorder phenotypes. In the three-chamber test, after habituation to the empty box, time with the new stranger spent by Stxbp6−/− mice was not significantly different compared to that by WT mice both in the sociability stage (Figure 2a) and the social novelty stage (Figure 2b). Open field tests to assess the general activity levels of the mice showed that the total distance moved, percentage of distance spent in the central area, and percentage of time spent in the central area did not differ significantly in Stxbp6−/− versus WT mice (Figure 2c–e). The MWM and rotor-rod tests to evaluate spatial memory and sensorimotor coordination, respectively, revealed that Stxbp6−/− mice did not display motor impairments in the rotor-rod test (Figure 2i), and their spatial memory was similar to that of WT mice in the MWM (Figure 2f–h). Together, these findings suggest that Stxbp6 deletion did not affect mouse sensorimotor, learning, memory, or social interaction capacity.

### 3.3. Comparison of Gene Expression Profiles between Cerebral Cortexes from WT and Stxbp6−/− Mice

To investigate the impact of Stxbp6 knockout on the brain, we carried out transcriptome analysis on the cortexes of Stxbp6-null (n = 3, KO) and wildtype mice (n = 3, WT) and identified 126 differentially expressed genes (DEGs) in the KO group, of which 57 were upregulated and 69 were downregulated (Figure 3a and Figure S4 and Table S4). Of the DEGs, Il22 was the most differentially expressed (log_2_ FoldChange = 5.45, *p* < 0.05), while Gm38667 was a predicted gene. Srp54b was most downregulated (log_2_ FoldChange = -11.36852577, *p* < 0.05). Srp54a and Srp54c were also downregulated. PPI analysis of the DEGs identified the top 10 genes as C3, Fga, Fgg, Ahsg, Serpina1d, Serpina1b, Serpina1a, Plg, Apoa1, and A2m, as ranked by the MCC method (Table S5), and that C3 was centrally located in the PPI network (Figure 3b). Validation by QRT-PCR confirmed the expressional trends of C3 and Il22 mRNA, as well as the three Srp54 genes, observed in the RNA-seq analysis (Figure S3).

To further define the functionality of the DEGs, we carried out GO and KEGG enrichment analysis. GO analysis found the DEGs to be significantly enriched in 464 GO terms, with 399 related to Biology Process (BP), 14 related to Cellular Component (CC), and 51 related to Molecular Function (MF). Moreover, GO analysis showed that BP was mainly enriched in “negative regulation of hydrolase activity”, “regulation of peptidase activity”, “positive regulation of cytokine production”, “negative regulation of proteolysis”, and “negative regulation of peptidase activity”. The mainly enriched terms in CC were “extracellular matrix”, “collagen-containing extracellular matrix”, “high-density lipoprotein particle”, “plasma lipoprotein particle”, and “lipoprotein particle”. The most significantly MF terms were “enzyme inhibitor activity”, “receptor ligand activity”, “peptidase regulator activity”, “endopeptidase inhibitor activity”, and “endopeptidase regulator activity” (Figure 3c, Table S6). KEGG analysis identified 28 significantly enriched KEGG pathways, mainly including “Complement and coagulation cascades”, “Coronavirus disease—COVID-19”, “Staphylococcus aureus infection”, “Viral protein interaction with cytokine and cytokine receptor”, and “Pertussis” (Figure 3d, Table S7). These results imply that Stxbp6 knockout has far-reaching effects.

### 3.4. Stxbp6-Knockout Mice Were Leaner Than Age- and Sex-Matched Wildtype Mice

With the same chow feeding, we found that male (Figure 4a) and female (Figure 4b) Stxbp6−/− mice gained less body weight relative to age-matched WT controls from 2 to 9 weeks of age (two-way ANOVA: *p* < 0.0001, and *p* = 0.0004, respectively). On average, at 9 weeks, male and female Stxbp6−/− mice gained 4.065 (95% CI = 1.619–6.512, *p* < 0.0001) and 4.358 (95% CI = 1.978–6.737, *p* < 0.0001) grams less, respectively, relative to WT mice.

## 4. Discussion

Stxbp6 is a small, brain-enriched SNARE protein that can negatively regulate SNARE complex formation. Some studies have indicated that Stxbp6 has important roles and is involved in the occurrence and development of many diseases, including neurological disorders, diabetes, and cancer [24]. However, it is not clear whether loss of Stxbp6 causes abnormal nervous-system-associated phenotypes in mice. Due to the high degree of genetic and physiologic homology between rodents and humans, mice have been the preferred animal models for biomedical research in the last several decades [25,26]. Although transgenic animal models have inherent limitations and need improvement, we have understood many pathologies and molecular mechanisms of human nervous system disorders through different animal models [27,28]. It is essential to develop Stxbp6 mouse models. Here, we developed an Stxbp6-deficient mouse model and conducted behavioral and gene expression analysis.

Although Stxbp6 is brain-enriched, unlike deletions of other SNARE proteins such as VAMP2, SNAP-25, and syntaxin-1, Stxbp6 deletion was not fatal and had mild phenotypes. The performance of Stxbp6−/− mice in the three-chamber test, open field test, Morris water maze test, and rotor-rod test was similar to that of wildtype controls, suggesting that Stxbp6 deletion has limited influence on mouse social, motor, learning, and spatial memory ability. In addition to the possibility that there are no abnormal phenotypes in Stxbp6−/− mice, they may not be found under the experimental conditions we designed, or there are other conditions that we have not tested [29].

Transcriptome analysis of Stxbp6−/− cerebral cortexes relative to wildtype controls identified 126 DEGs, of which Il22 was the most upregulated. Il22 upregulation has also been reported in the BTBR mouse model of autism [30]. Additionally, PPI analysis, GO, and KEGG analysis found that the complement protein C3 and “complement and coagulation cascades” were most outstanding. C3, a central component in the complement and coagulation cascades signaling pathway, was downregulated in our study. Further, mice with C3 knockdown in the prefrontal cortex exhibit social interaction deficits and repetitive behavior [31]. Activated complement and coagulation cascades present in lung adenocarcinoma [32], cholangiocarcinoma [33], and breast cancer [34] patients. However, having said that, the paucity of data on the protein expression of cytokines and molecules related to neuroinflammation did not allow us to conclude at this stage that depletion of Stxbp6 may trigger an immune-related response in the cerebral cortex of mice.

Interestingly, we found that Stxbp6 depletion led to a reduction in body weight. Some ASD-related mice present loss in body weight. C57BL/6J mice carrying 3q29 deletion show slightly reduced body weight and have typical ASD-related behavioral phenotypes [35]. Densin-knockout mice also show mental illness behavior and low body weight [36]. However, a change in body weight can also be due to metabolic changes. Down-regulation of Stxbp6 can stimulate glucose-induced growth hormone release in INS-1 832/13 rat insulinoma cells. Overexpression of Stxbp6 can suppress hormone release in INS-1 832/13 rat insulinoma cells and human β-cell line EndoC-βH2 [13]. Considering that Stxbp6 can regulate exocytosis [9,10,12], a primary weakness in the present study is that we did not examine vesicular fusion and release in Stxbp6−/− mice. Thus, we cannot exclude the possibility that the observed differences in weight between Stxbp6-knockout and WT mice were a consequence of abnormal metabolism. Metabolism and/or gastrointestinal function in Stxbp6−/− mice should be a focus of future study.

## 5. Conclusions

Here, we found that global Stxbp6-knockout mice are viable and have normal sensorimotor, learning, memory, and social interaction ability. However, Stxbp6-knockout mice gained less body weight. Our data offer a new perspective on Stxbp6 function. Our Stxbp6-null mouse model lays the foundation for in-depth study of the function and pathogenic mechanism of Stxbp6 and the development of potential treatments.

## Figures and Tables

**Figure 1:**
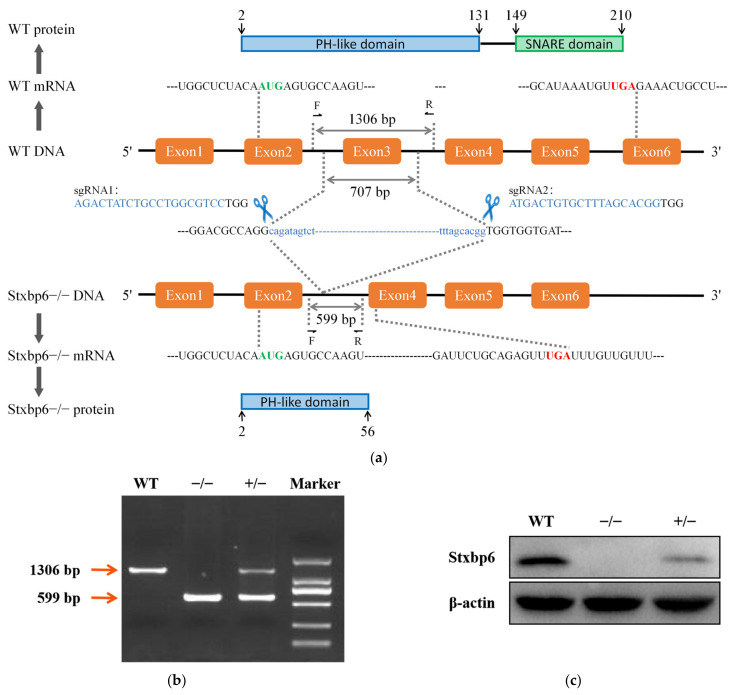
CRISPR/Cas9-mediated generation of Stxbp6-knockout mice. (**a**) Schematic diagram of the CRISPR/Cas9 targeting sites on Stxbp6; (**b**) PCR genotyping of Stxbp6 wildtype (WT) (1306 bp), heterozygous (1306 bp and 599 bp), and homozygous (599 bp) mice. (**c**) Stxbp6 protein expression analysis by Western blot. β-actin was used as a loading control.

**Figure 2:**
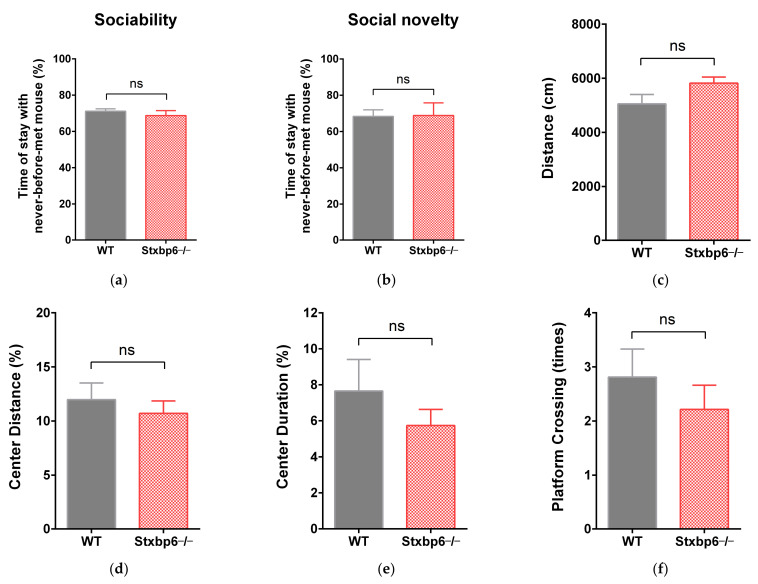

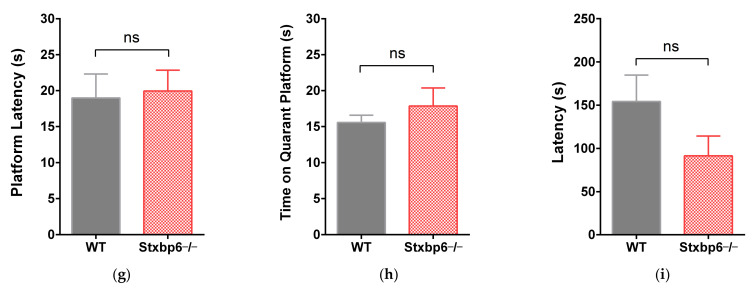
Behavioral analyses of Stxbp6-knockout mice. (**a**) Time (%) with the new stranger spent by Stxbp6−/− mice was not significantly different compared to that by WT mice (WT: 71.15 ± 1.307, Stxbp6−/−: 68.75 ± 2.726; *p* = 0.4427) in the sociability stage of the three-chamber test (**b**) or in the social novelty stage (WT: 68.35 ± 3.631, Stxbp6−/−: 68.83 ± 6.994; *p* = 0.9522); (**c**) The open field test was used to evaluate the general activity levels of the mice. No difference was observed in total distance moved (WT: 5052 ± 348.3, Stxbp6−/−: 5819 ± 228.0; *p* = 0.0743), (**d**) percentage of distance spent in the central area (WT: 11.98 ± 1.533, Stxbp6−/−: 10.71 ± 1.149; *p* = 0.5116), (**e**) or percentage of time spent in the central area (WT: 7.656 ± 1.750, Stxbp6−/−: 5.740 ± 0.8922; *p* = 0.3287) between WT and Stxbp6−/− mice; (**f**) The following parameters in the Morris water maze were assessed: number of platform crossings in the target quadrant (WT: 2.813 ± 0.517, Stxbp6−/−: 2.2140 ± 0.448; *p* = 0.4045), (**g**) the latency in finding the platform (WT: 18.99 ± 3.326, Stxbp6−/−: 19.96 ± 2.893; *p* = 0.8317), (**h**) and time spent in the target quadrant (WT: 15.58 ± 1.012, Stxbp6−/−: 17.86 ± 2.519; *p* = 0.3930); (**i**) Latency to fall was recorded in constant-speed mode in the rotor-rod test, and no significant difference was found between WT and Stxbp6−/− mice (WT: 154.2 ± 30.58, Stxbp6−/−: 91.40 ± 22.98; *p* = 0.1145). Note: Data are shown as mean ± SEM, n ≥ 7 per group. Unpaired two-tailed Student’s *t*-test was used. ns, not significant.

**Figure 3:**
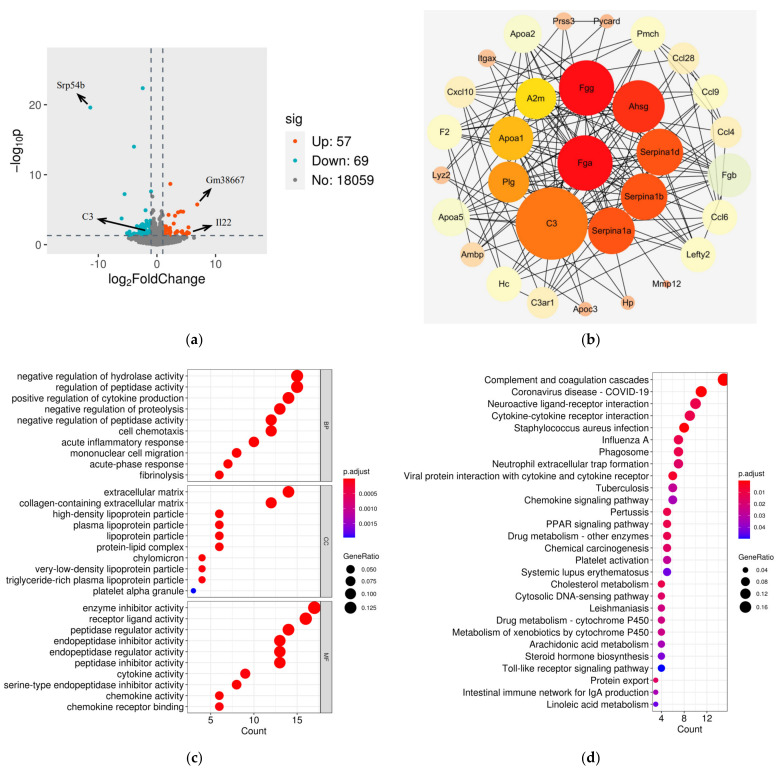
Comparison of mRNA expression profiles between two groups. (**a**) Volcano plot of mRNA expression data. Blue and red dots represent differentially expressed genes (DEGs) filtered based on cutoff values |log_2_ FoldChange| ≥ 1 and *p* < 0.05. Grey dots represent genes with no significant differential expression; (**b**) Protein–protein interaction (PPI) network of DEGs. Circles represent genes and black lines represent interaction partners of the DEGs. Each circle is color-coded according to score using the maximal clique centrality (MCC) method. The larger red and orange circles show the hub genes. (**c**) Dot plot of the most significantly enriched Gene Ontology (GO) (BP: biological process, CC: cellular component, MF: molecular function) terms. Each dot is color-coded according to the adjusted *p* value. Dot size corresponds to gene count; (**d**) Dot plot of all significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

**Figure 4:**
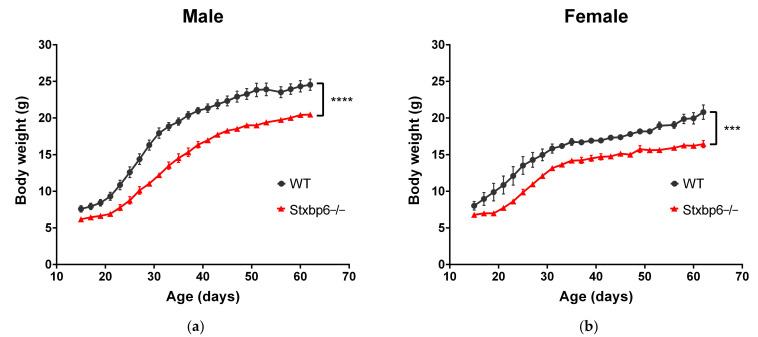
Mouse weights. (**a**) Monitoring of body weight over 7 weeks in male mice. Body weight effects: genotype (F(1, 11) = 35.76, *p* < 0.0001), age (F(23, 253) = 660.9, *p* < 0.0001); (**b**) Monitoring of body weight over 7 weeks in female mice. Body weight effects: genotype (F(1, 9) = 30.64, *p* = 0.0004), age (F(23, 207) = 141.4, *p* < 0.0001). *** *p* < 0.001; **** *p* < 0.0001.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE169726.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/brainsci11040436/s1, Table S1: Candidate CRISPR/Cas9 off-target loci, Table S2: CRISPR/Cas9 and primers for off-target sites, Table S3: Primer sequences, Table S4: All differentially expressed genes in the KO group, Table S5: The top 10 genes in the network as ranked using the MCC method, Table S6: GO enrichment analysis, Table S7: KEGG enrichment analysis, Figure S1: Sanger sequencing of the top 10 off-target sites. Figure S2: Sanger sequencing of PCR products, Figure S3: The mRNA expression levels of C3, Il22, and three Srp54 genes in the cortex were verified by QRT-PCR, Figure S4: Quality control of sequencing data, Figure S5: Heatmap to visually assess the results of clustering on the DEG expression profile.

# Supplementary material for: Behavioral and Gene Expression Analysis of Stxbp6-Knockout Mice
**Source:** Brain Sci. 2021 Mar 29;11(4):436. doi: 10.3390/brainsci11040436
**Supplement:** Supplementary file 1

a

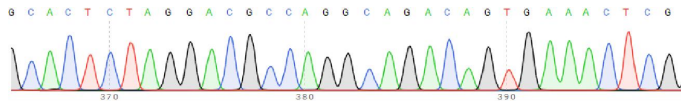

Off-target-1

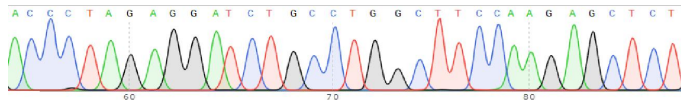

Off-target-2

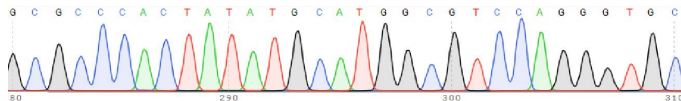

Off-target-3

Off-target-4

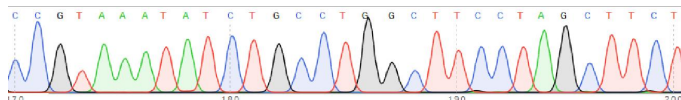

Off-target-5

b

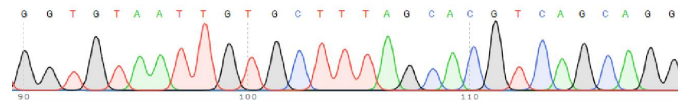

Off-target-6

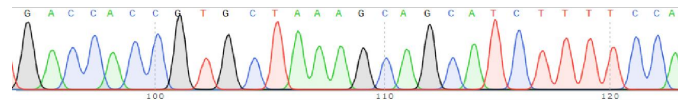

Off-target-7

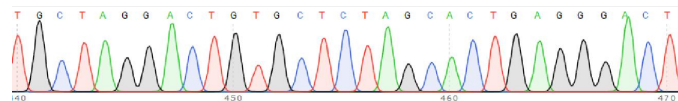

Off-target-8

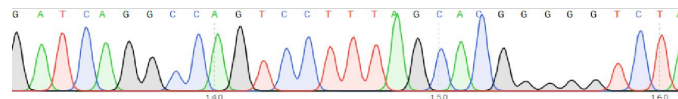

Off-target-9

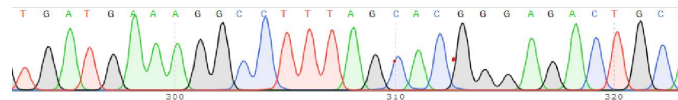

Off-target-10

# Supplementary material for: Behavioral and Gene Expression Analysis of Stxbp6-Knockout Mice
**Source:** Brain Sci. 2021 Mar 29;11(4):436. doi: 10.3390/brainsci11040436
**Supplement:** Supplementary file 1

| **Off-target site** | **Sequence** | **Mismatches** | **Locus** |
| --- | --- | --- | --- |
| Off-target-1 | TCACTGTCTGCCTGGCGTCCTAG | 3 | Chr4:100493358 |
| Off-target-2 | AGAGGATCTGCCTGGCTTCCAAG | 3 | Chr7:142887421 |
| Off-target-3 | CCACTATATGCATGGCGTCCAGG | 4 | Chr2:164990527 |
| Off-target-4 | AGAGTACCTGCCTGGCGTGCAGG | 3 | Chr11:107308279 |
| Off-target-5 | TAAATATCTGCCTGGCTTCCTAG | 4 | Chr10:116082223 |
| Off-target-6 | GTAATTGTGCTTTAGCACGTCAG | 4 | Chr1:156564095 |
| Off-target-7 | AAGATGCTGCTTTAGCACGGTGG | 4 | Chr19:55507612 |
| Off-target-8 | AGGACTGTGCTCTAGCACTGAGG | 3 | Chr18:79047113 |
| Off-target-9 | AGGCCAGTCCTTTAGCACGGGGG | 4 | Chr13:93377573 |
| Off-target-10 | ATGAAAGGCCTTTAGCACGGGAG | 4 | Chr7:138189972 |

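A guide RNA directs Cas9 to a genomic sequence that matches its spacer and is followed by a short motif, the PAM, which for the commonly used Cas9 is any base and then GG. A site that differs from the spacer at a few bases may still be cut, and such sites are the candidates that are examined in edited animals. The guides were AGACTATCTGCCTGGCGTCCTGG (gRNA1) and ATGACTGTGCTTTAGCACGGTGG (gRNA2), each written as 20 spacer bases and the PAM. The 10 listed sequences were compared with both guides, base by base. Off-target-1 to Off-target-5 were nearest to gRNA1 and the other 5 sites to gRNA2, with 3 to 4 mismatches in the spacer, against 13 to 17 for the guide that was farther away. In 10 of 10 sites this count equals the number of mismatches that the paper gives, so the PAM is left out of the paper's count. With every base of the PAM included, also its free first base, 1 of the 10 counts equals the paper's. The 5 sites whose PAM ends in GG have no mismatch in those bases. Leaving out only the free first base would therefore keep their counts equal to the paper's. Of the 36 spacer mismatches, 29 lie in the 10 bases far from the PAM and 7 in the 10 bases next to it. Substitutions are given with the guide's base first, and positions are counted from 1 at the guide's 5′ end. Off-target-8 has 2 mismatches next to the PAM, T12C and G19T, and the third is T2G. Off-target-4 has C4G, T7C and C19G. In Off-target-1, Off-target-7, Off-target-9 and Off-target-10, the mismatches are all in the far part. The PAM ends in GG in 5 sites and in AG in the other 5. The genome build of the listed positions is not given in the sources used here, so these positions were not annotated with genes.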

**Table S1.** The candidate off-target loci of CRISPR/Cas9 in the genome.

**Table S2.** CRISPR/Cas9 and primers used in the study.

| **Name** | **Sequence (5’-3’)** |
| --- | --- |
| gRNA1 | AGACTATCTGCCTGGCGTCCTGG |
| gRNA2 | ATGACTGTGCTTTAGCACGGTGG |
| Off-target-1 | Forward: TCATCTTCGTCCAGCCTCAC |
|  | Reverse: CGGGCATTTCAACTCCTTTT |
| Off-target-2 | Forward: ACAAGGAAGCAATCTGTAAAACG |
|  | Reverse: TGTCCTTGGTTGGTTCCTCC |
| Off-target-3 | Forward: GACCCAACTCCACTTCTCCA |
|  | Reverse: CAGCAGGCATCACTAATCTTT |
| Off-target-4 | Forward: TAACGGTTGACATCTTGGAG |
|  | Reverse: CGGAAATAGGCATAGCACAG |
| Off-target-5 | Forward: ATTCTGCCAGGATCTTTCACC |
|  | Reverse: AGCGGGTCTCCCTTGTAGTTT |
| Off-target-6 | Forward: GCTTGTTAAATTATCCCAAGTTCTC |
|  | Reverse: CTGACAGCCCTGGATGAGATGC |
| Off-target-7 | Forward: ACTTCCTTTGCCTGTTCCTTGA |
|  | Reverse: GTGGTGGTCTTACCTGTGCTTG |
| Off-target-8 | Forward: ATATCATATCGCCTTCCTCCCA |
|  | Reverse: CCCAAGTTTGCTTTGCACCAT |
| Off-target-9 | Forward: GACGGGAAGATACCTCCAAAT |
|  | Reverse: GCACTTGCCTAGCCTACCG |
| Off-target-10 | Forward: CACCACCCACCTGAGAAT |
|  | Reverse: CCGCAGGGATACAACATAG |

| 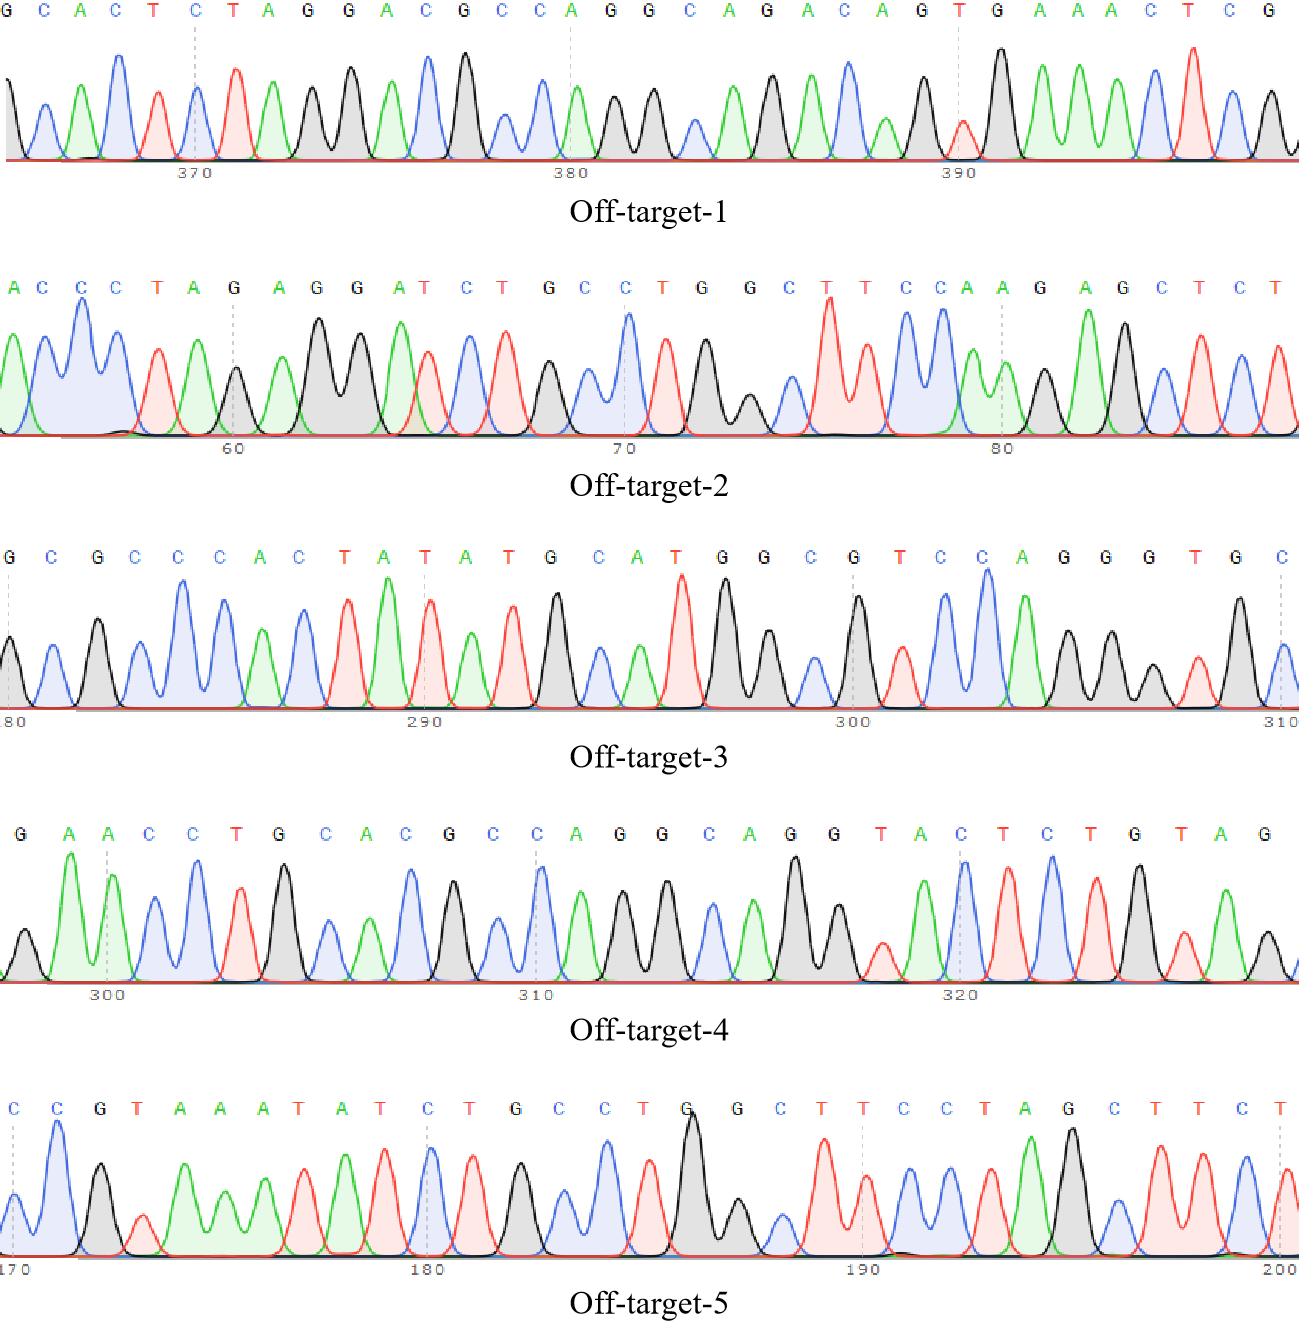 | 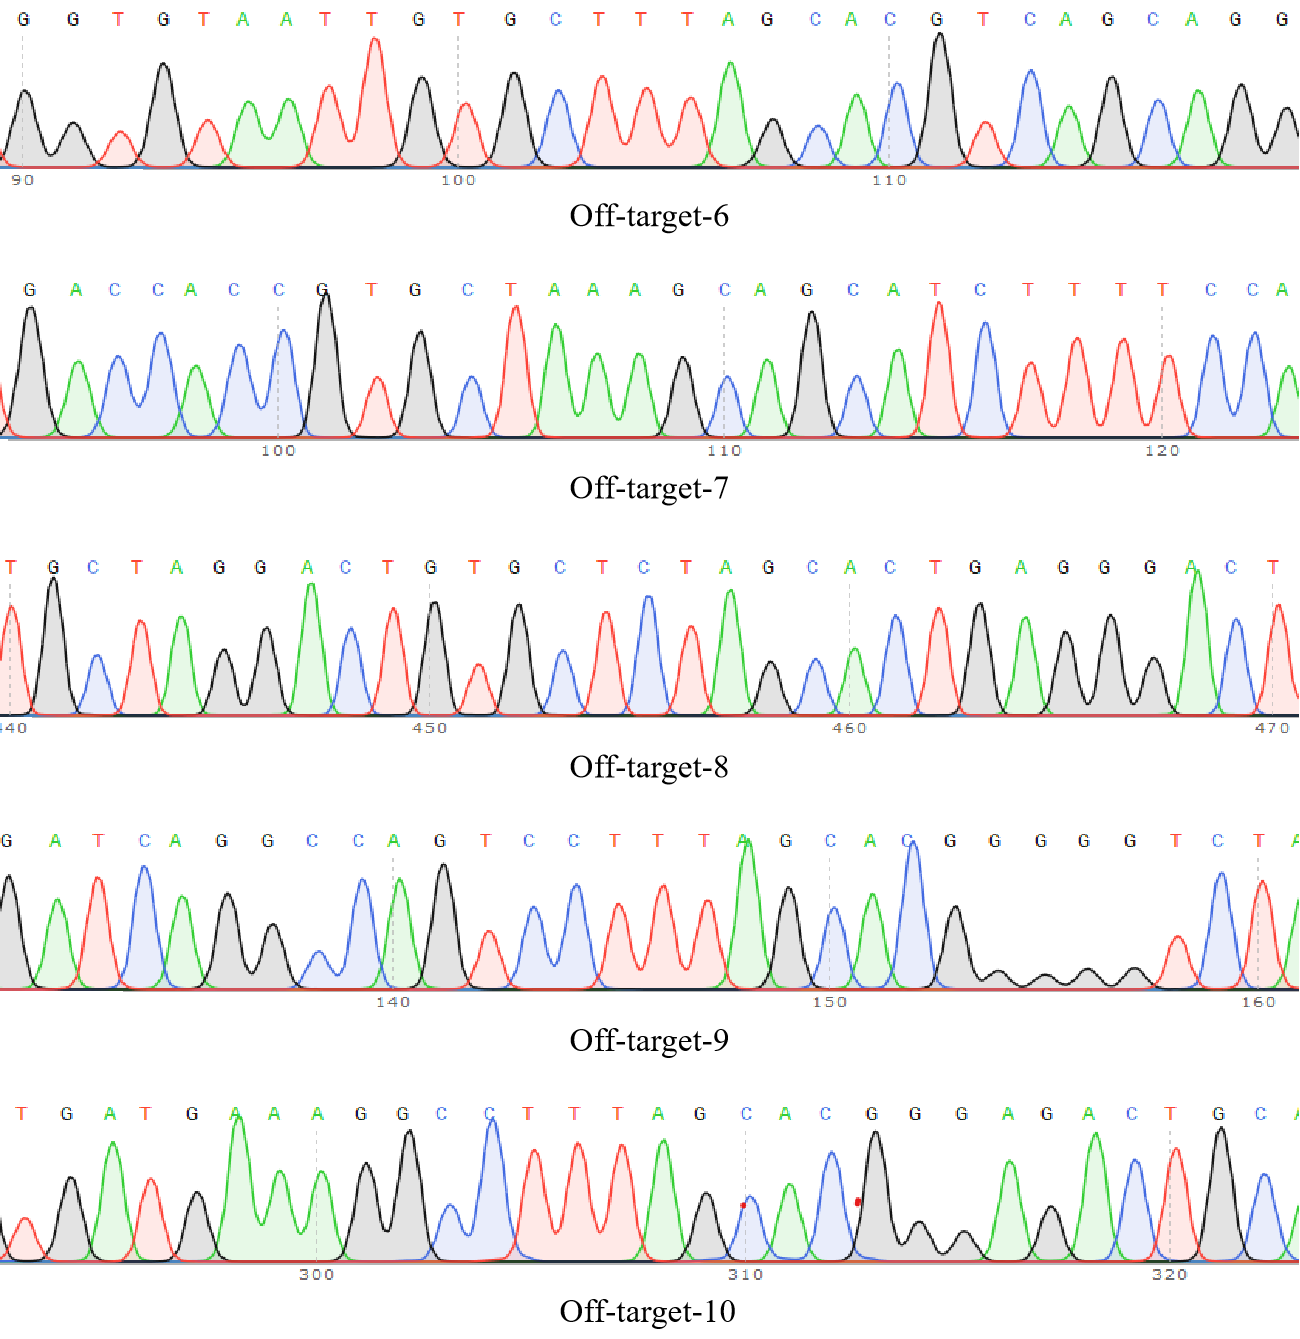 |
| --- | --- |
| (**a**) | (**b**) |

**Figure S1.** Sanger sequencing of the top10 off-target sites. We analyzed the genome DNA of the initial three mice. No indels at the sites were found.

| 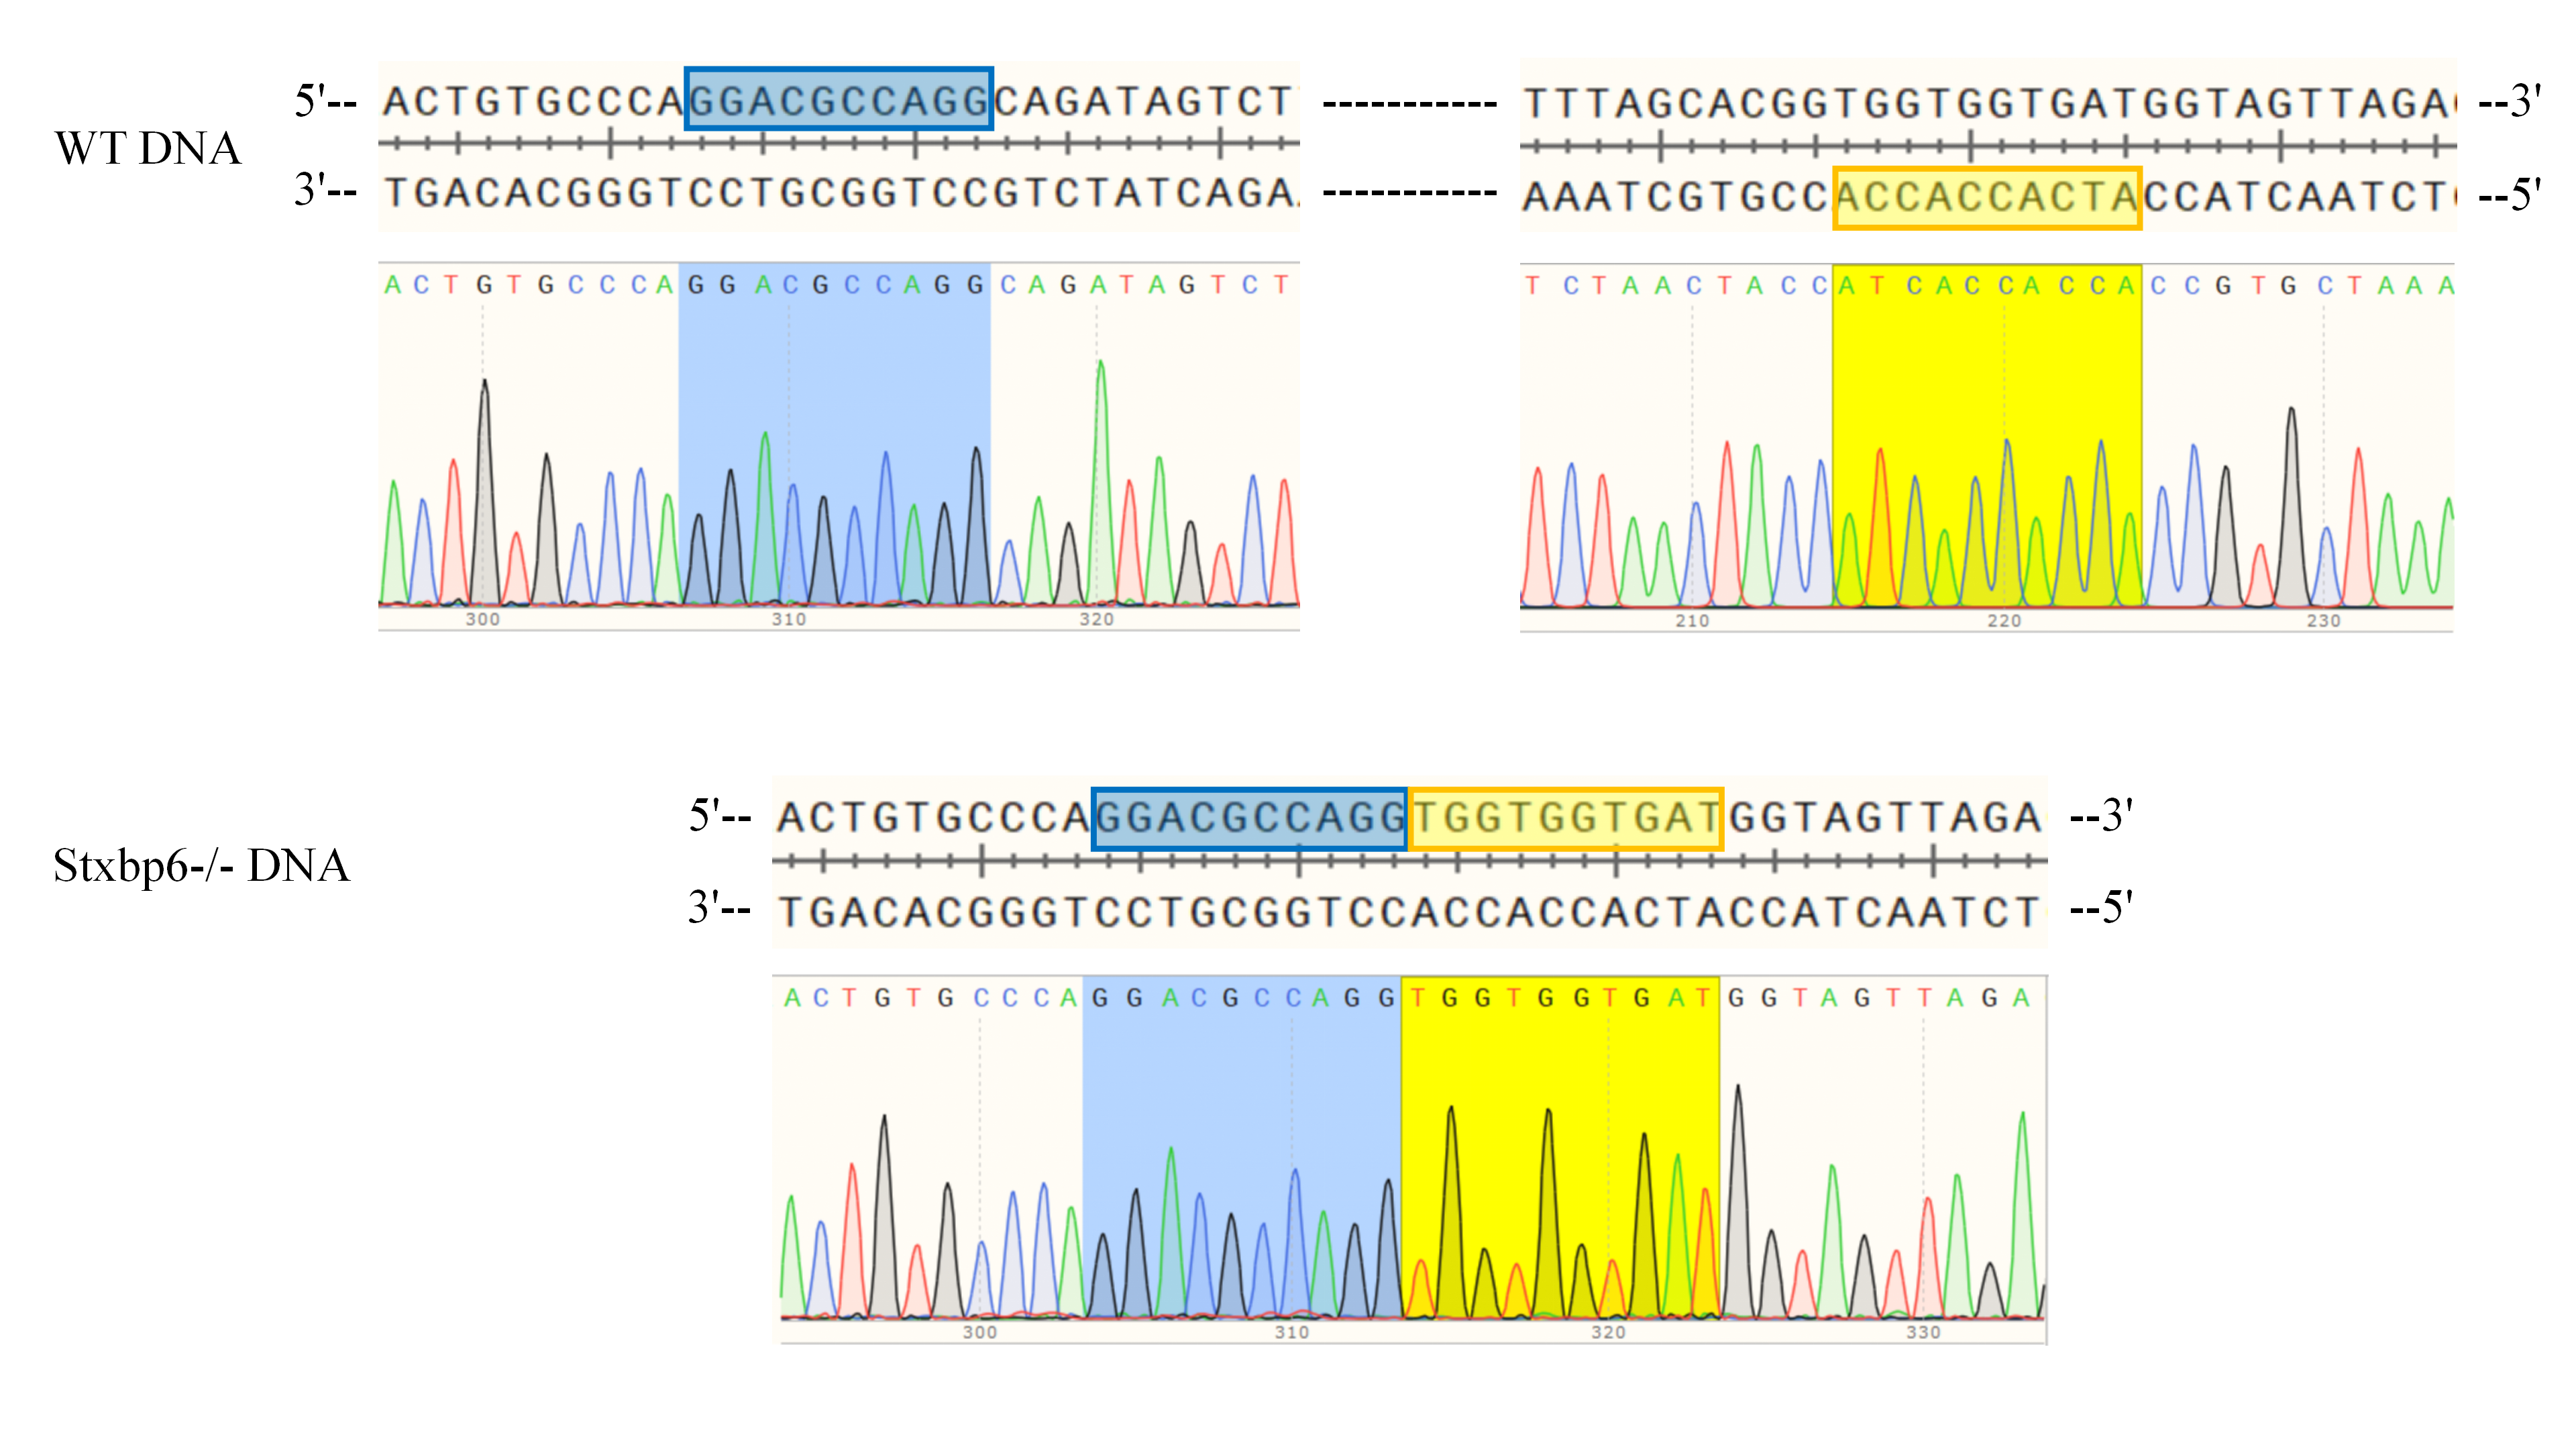 |
| --- |

**Figure S2.** The PCR products were sequenced by Sanger sequencing.

**Table S3.** Primer sequences.

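In the QRT-PCR, the amount of each mRNA is read from the cycle at which its product passes a threshold, relative to beta-actin, so each pair of primers should amplify a short product from 1 gene. The primers were searched, without mismatches, in all transcripts of the GENCODE M21 annotation of GRCm38. The beta-actin pair matched a transcript of Actb, on chromosome 5 from 142903115 to 142906754, and gave a product of 89 bp. The forward primer lies in exon 1 and the reverse primer spans the junction of exons 1 and 2. The C3 pair matched a transcript of C3, a gene on chromosome 17 from 57203970 to 57228136, with a product of 130 bp, and its reverse primer also spans the junction of exons 1 and 2. The Il22 pair matched a transcript of Il22, a gene on chromosome 10 from 118204942 to 118210047, with a product of 123 bp. Its forward primer spans the junction of exons 3 and 4 and its reverse primer lies in exon 5. For each of the 3 pairs, the product length equals the one that the paper lists. The Il22 forward primer also matched a transcript of Iltifb, a paralog of Il22 on chromosome 10 from 118289629 to 118295038. The reverse primer differs from the nearest place in that Iltifb transcript by 2 mismatches. Whether the pair amplifies Iltifb was not measured here.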

| **Gene symbol** | **GenBank Accession** | **Primers (5’-3’)** | **Product length (bp)** |
| --- | --- | --- | --- |
| Beta-actin | NM_007393.5 | Forward: CACTGTCGAGTCGCGTCC | 89 |
|  |  | Reverse: TCATCCATGGCGAACTGGTG |  |
| C3 | NM_009778.3 | Forward: ACCCCTTCATTCCTTCCACC | 130 |
|  |  | Reverse: GAGTAATGATGGAATACATGGGGA |  |
| Il22 | NM_016971.2 | Forward: ATCAGCTCAGCTCCTGTCAC | 123 |
|  |  | Reverse: CCAGTTCCCCAATCGCCTTG |  |

| 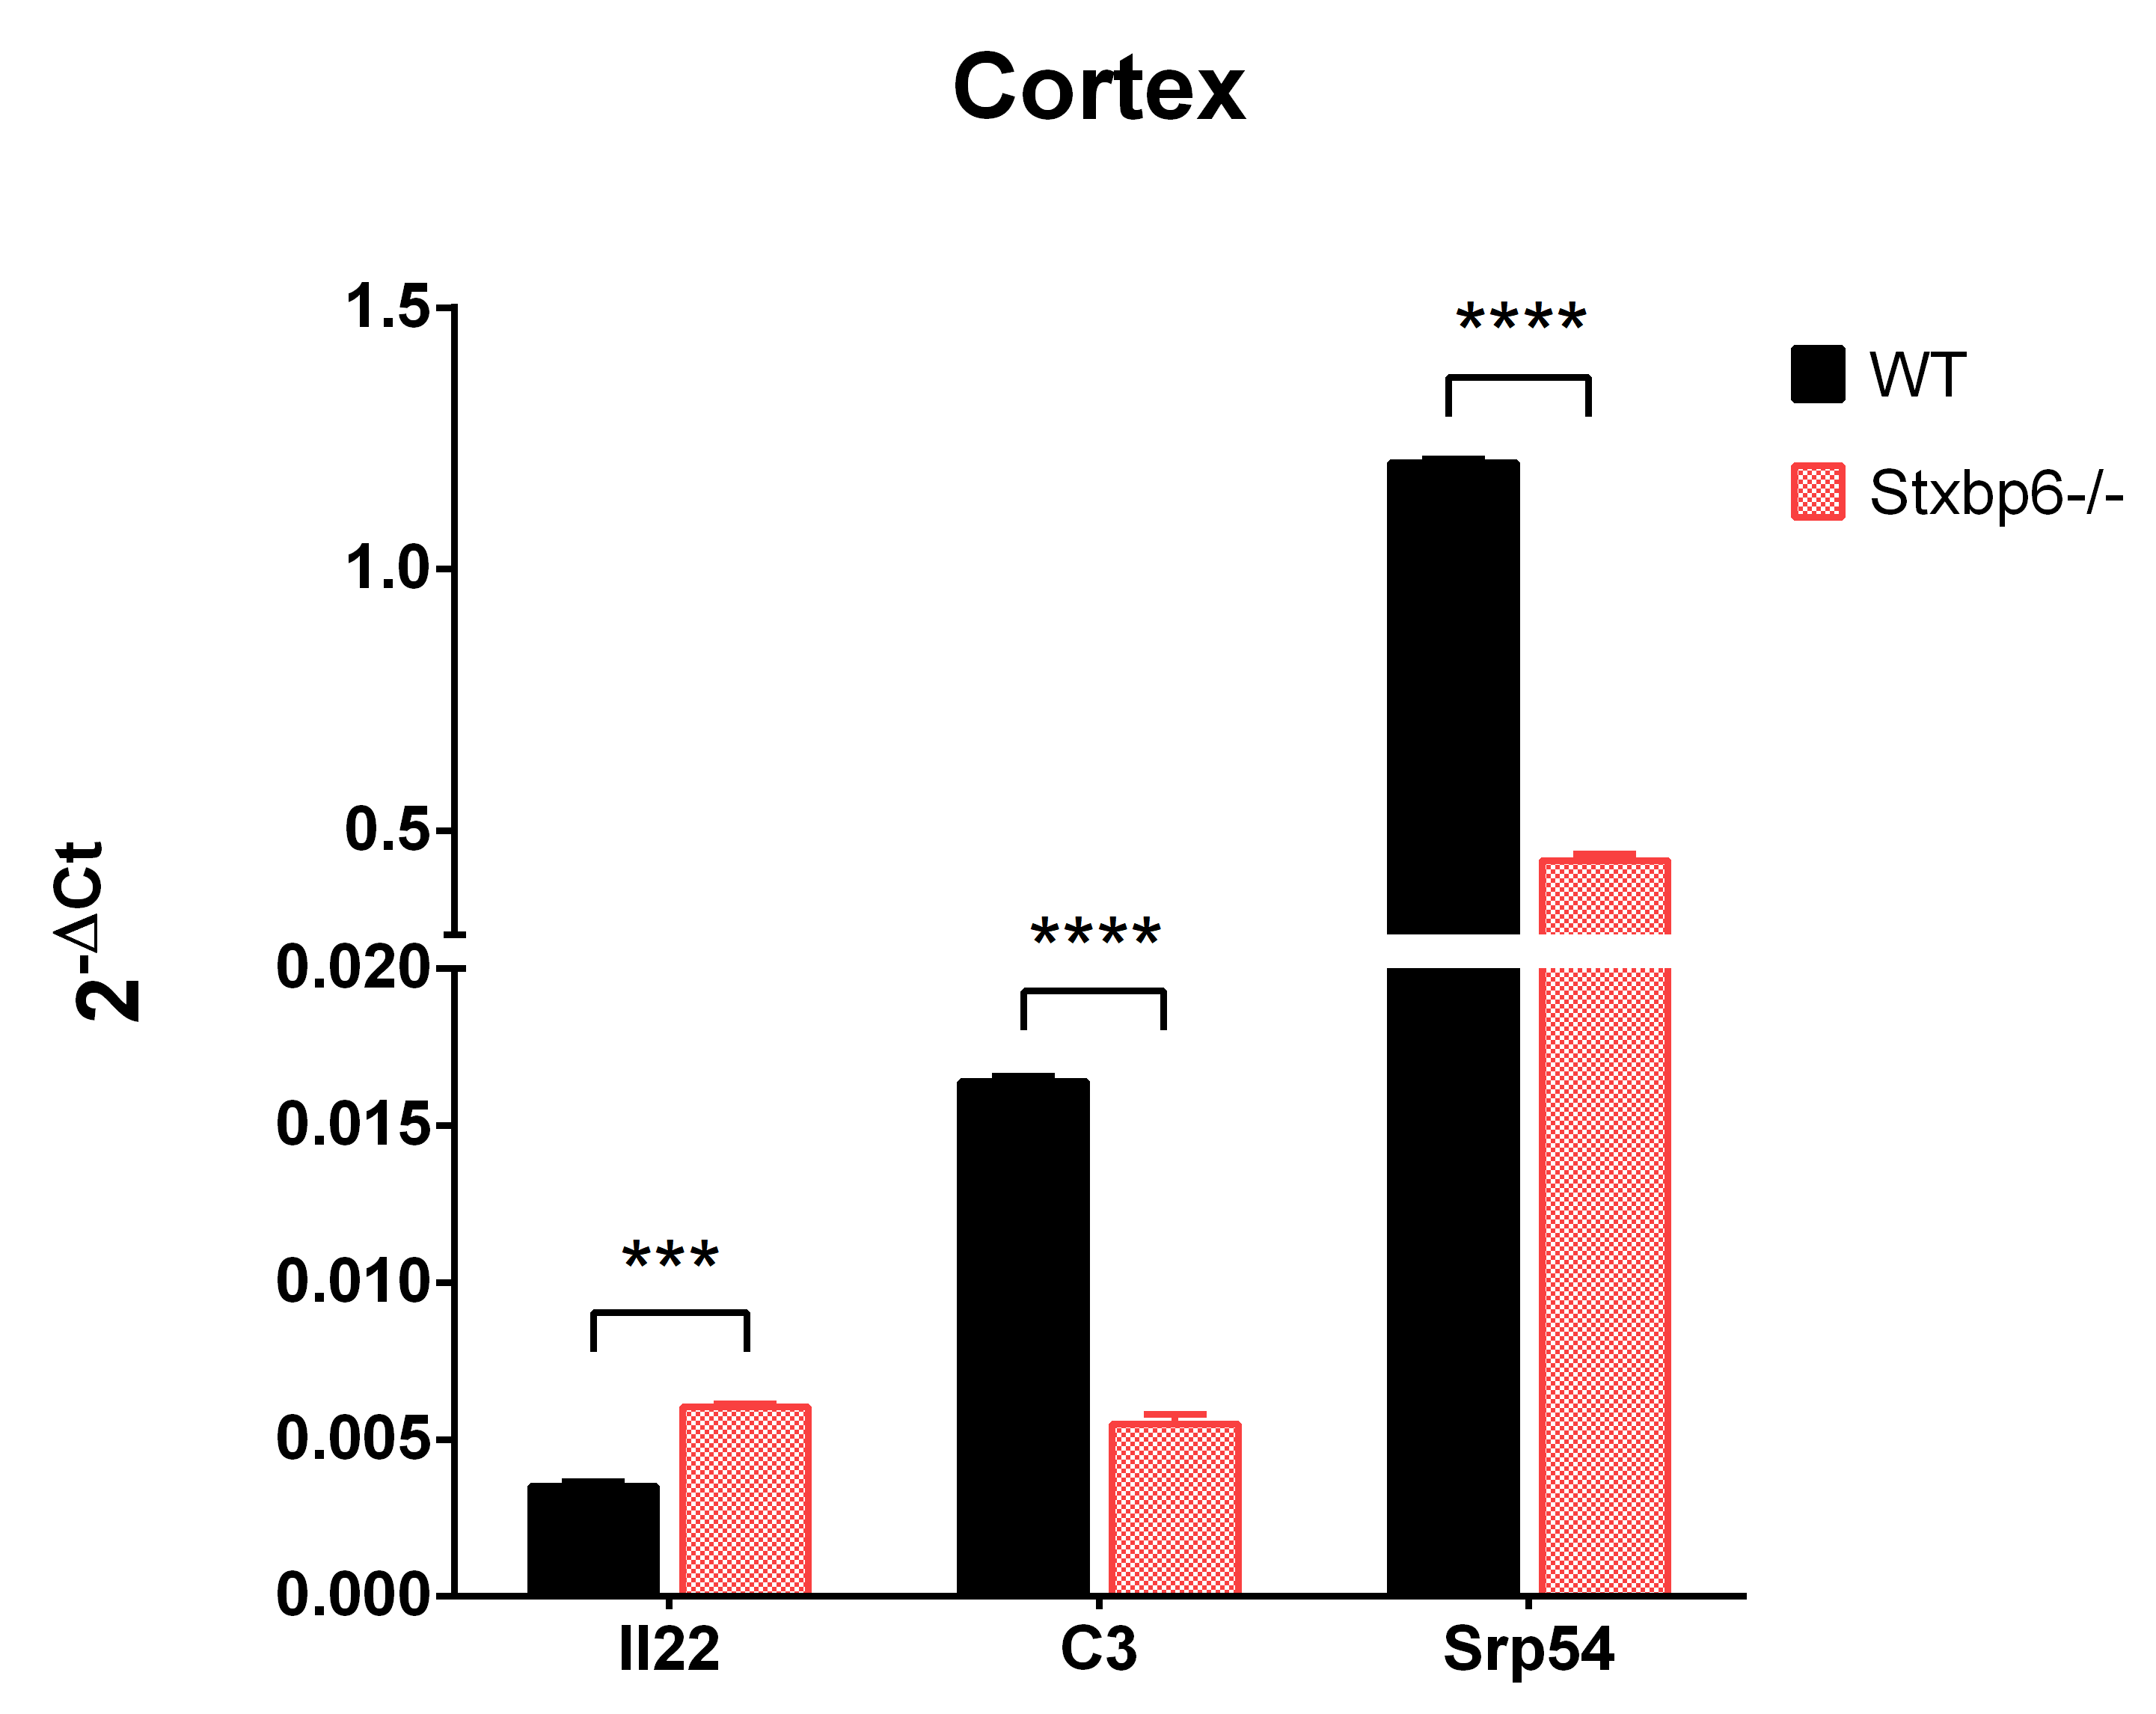 |
| --- |

**Figure S3.** The mRNA expression level of Il22, C3 and Srp54 (Srp54a, Srp54b, and Srp54c) in the cortex was verified by QRT-PCR. Data are expressed as mean±SEM of 3 independent experiments. Unpaired two-tailed student’s *t*-test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, ns means not significant.

**Sequencing and Data Preprocessing**

Stxbp6-/- (n=3, KO) and wildtype (n=3, WT) mice cortex were used for whole transcriptome sequencing analysis. RNA-seq was performed on the DNBSEQ platform by MGI Technology Co., Ltd, Guangdong, China. Sequencing data filtering were processed using SOAPnuke (v1.5.2) software [1]. Three major preprocessing steps that clean up the raw sequencing reads are: (1) removing reads with adaptors; (2) removing low-quality reads (percentage of bases which quality is lesser than 10 is more than 20% in a read); (3) removing reads with more than 5% of unknown bases and very short reads (less than 20 bases in a read). The reads quality metrics were assessed based on Q30, the rate of bases which quality is greater than 30. 

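The cleaned reads were compared with transcript sequences and not with the whole genome, so a read from an intron or from an unannotated transcript has no place to align. RSEM, the program used for quantification, estimates how many reads came from each gene. A read that fits several transcripts equally well is divided among them in proportion to the estimated level of each, and the estimate of a gene with a near-identical copy therefore depends on the reads that are unique to it. The FPKM of a gene is this estimate divided by the length of the transcript and by the number of mapped reads. Shared sequence was measured in the GENCODE M21 transcripts, by taking every stretch of 100 bases in the longest coding transcript of a gene and searching it in the transcripts of its copies. For Srp54b, 98.4% of the stretches were also found in Srp54a or Srp54c. The shares were 89.5% for Srp54c and 72.1% for Srp54a. For Fam177a, 98.5% of the stretches were found in 1700047I17Rik2, and for 1700047I17Rik2 100% were found in Fam177a. For Il22, 20.4% were found in Iltifb. With stretches of 50 bases, a length chosen like the others after the gene list of the paper had been seen, the Il22 share was 41.0%. The read length is not given in the sources used here, so these shares describe the transcripts and are not the shares of reads that were divided.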

After cleaning up, clean reads were aligned to the Mus musculus reference gene sequence (transcriptome) using Bowtie2 (v2.2.5) software [2] followed by mRNA expression level determination using RSEM (v1.2.8) software [3]. Finally, the average number of raw reads and clean reads obtained by sequencing the samples are 23.31M and 23.23M, with a minimum of 22.06M and 22.01M, respectively (Figure S4a). Both Q20 and Q30 of each samples were larger than 92%, with a minimum of 97.15% and 92.49%, respectively (Figure S4b). Each sample was well sequenced, and we used it for downstream analysis.

| 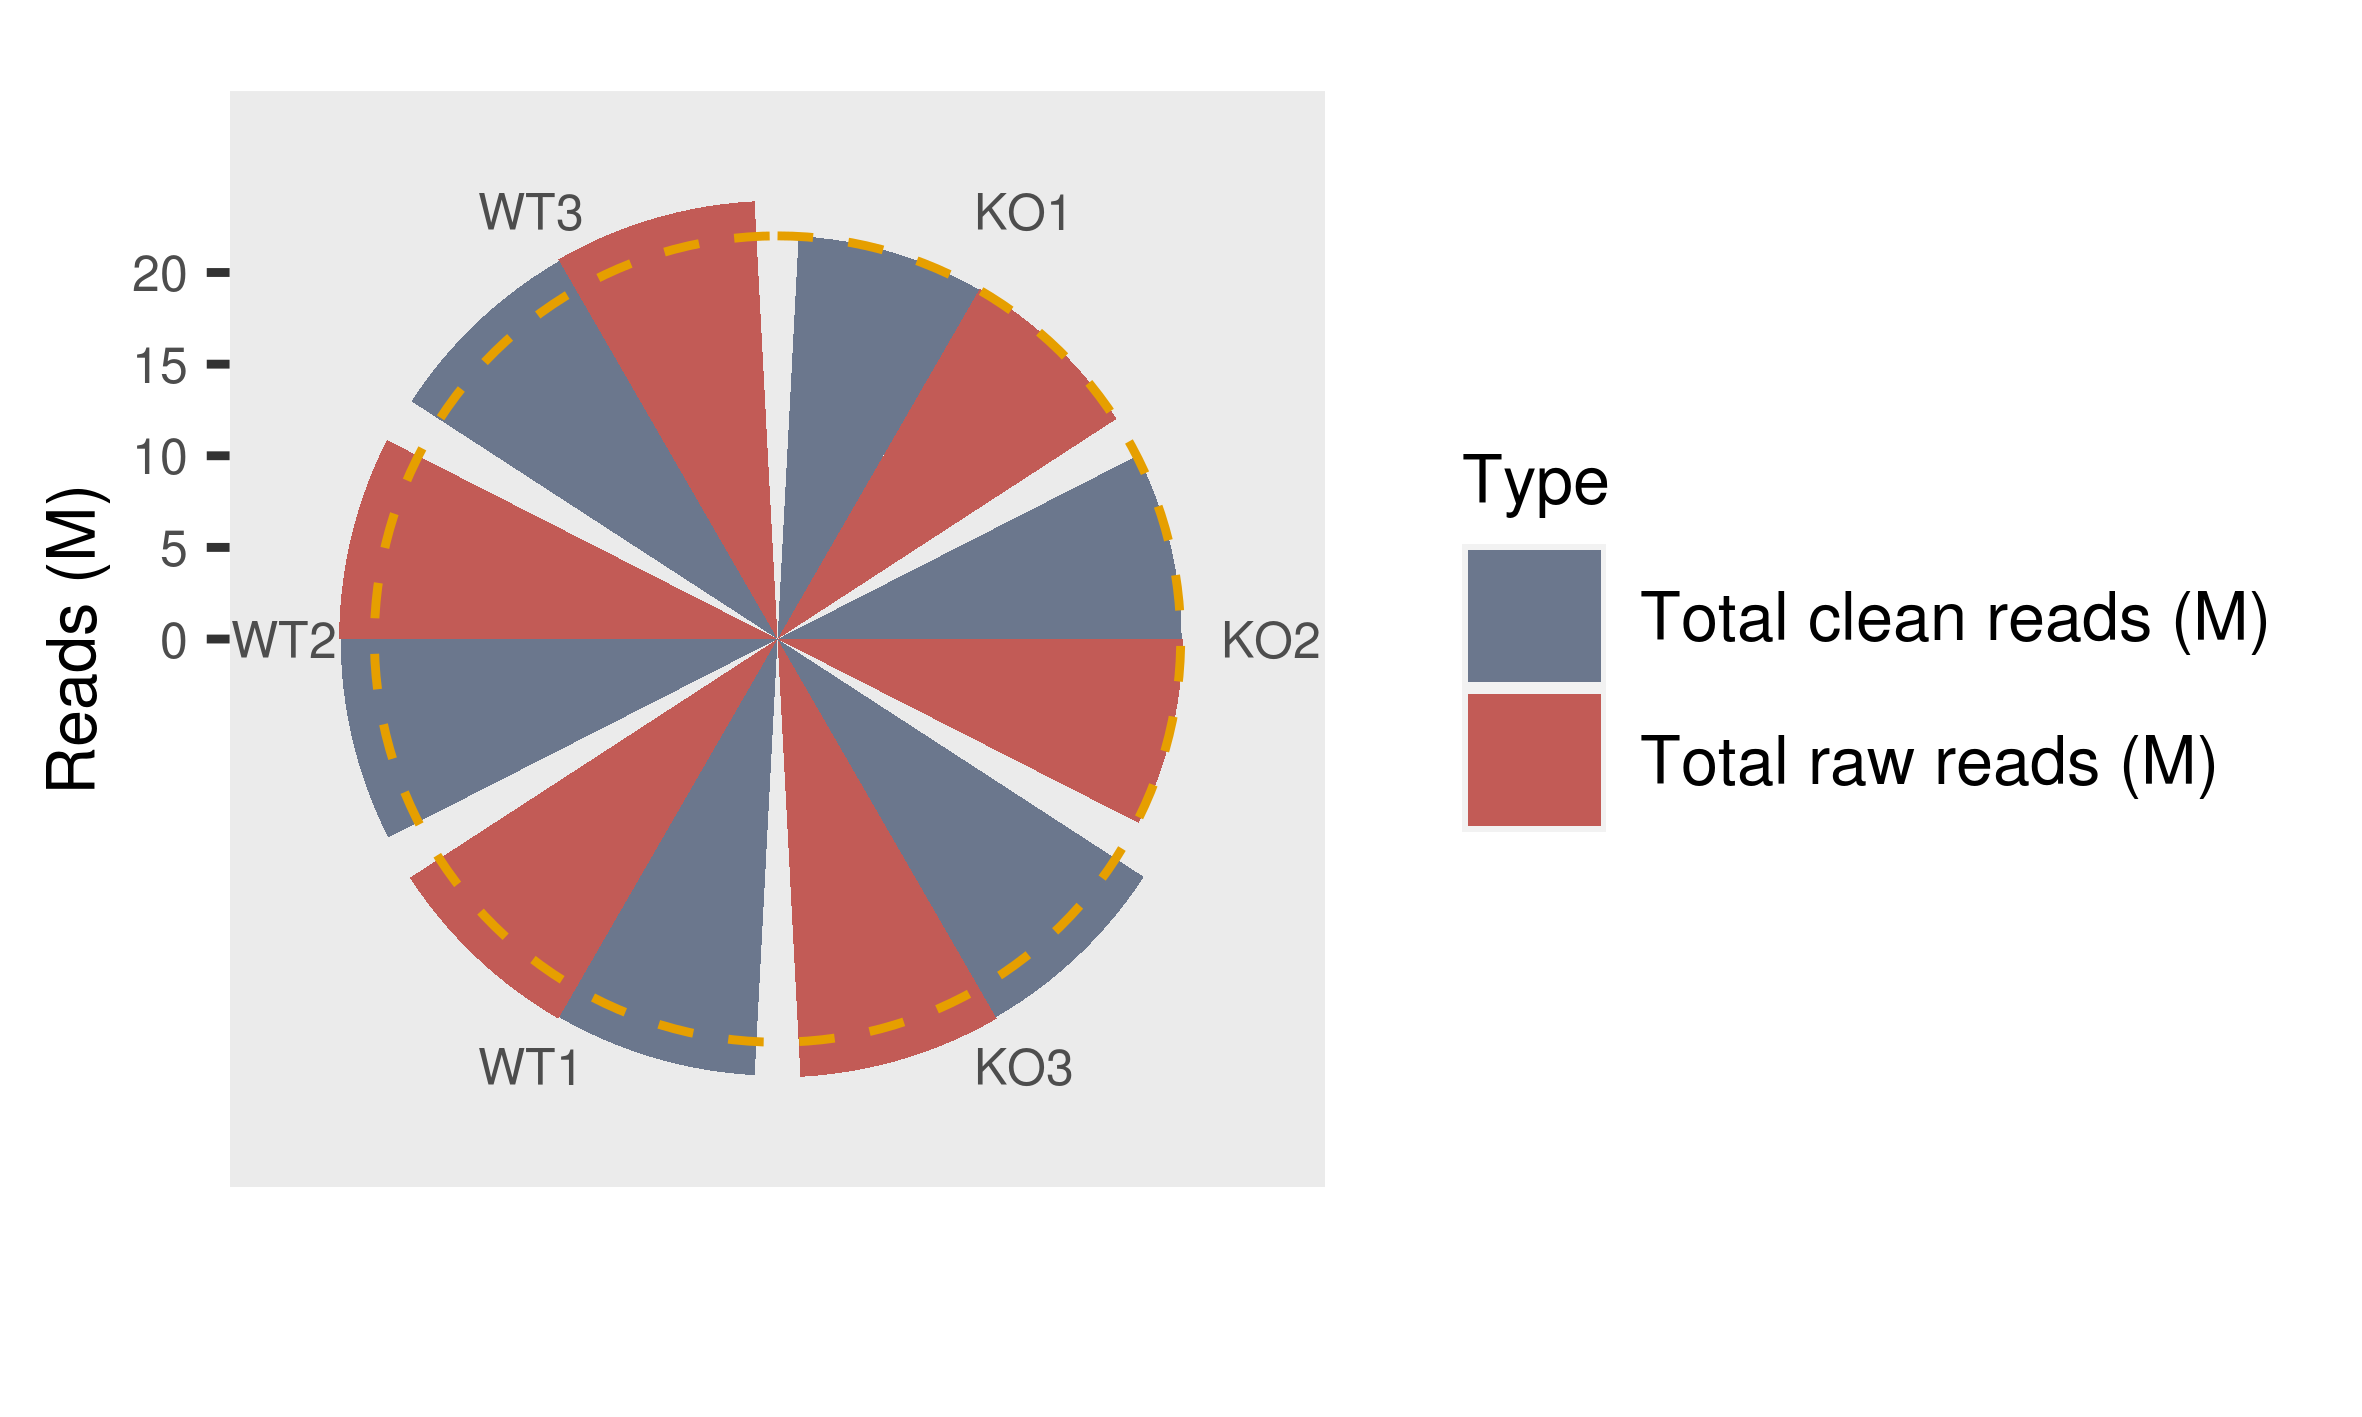 | 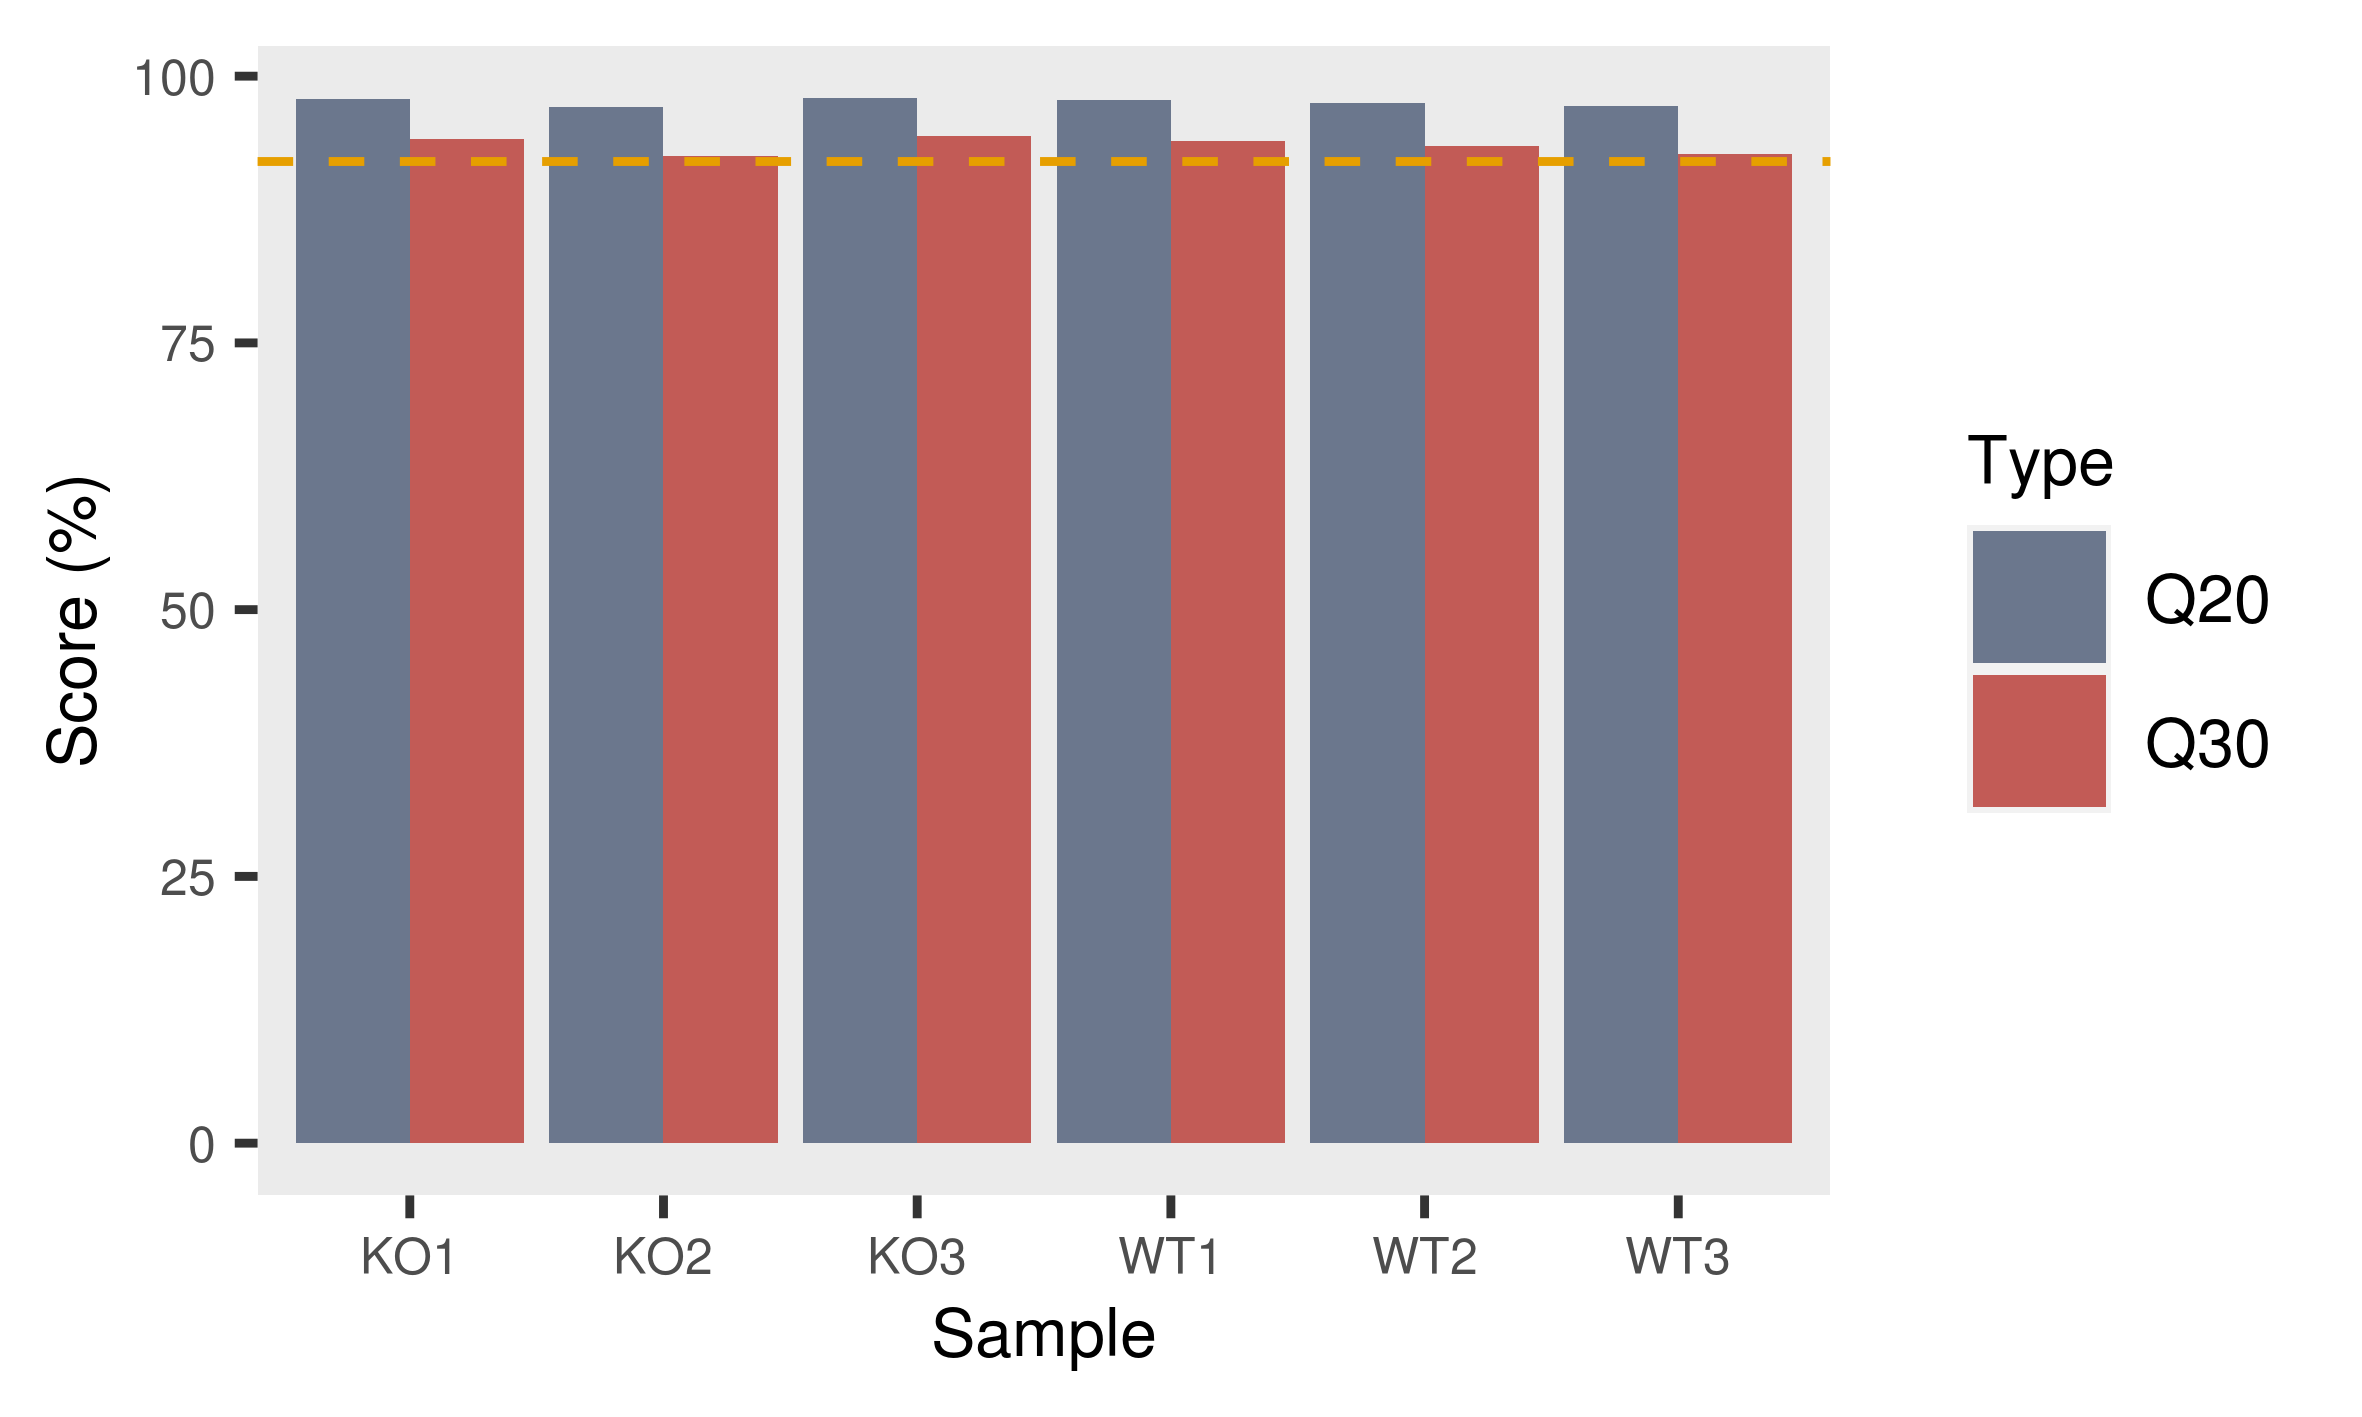 |
| --- | --- |
| (**a**) | (**b**) |

**Figure S4.** Quality control of sequencing data and comparison of mRNA expression profiles between two groups. (**a**) Raw reads and clean reads obtained from sequencing per sample, respectively; (**b**) Q20 and Q30 of each samples. Note: The orange dotted line correspond to 22 reads(M) and 92 score(%) in (a) and (b), respectively**.**

| 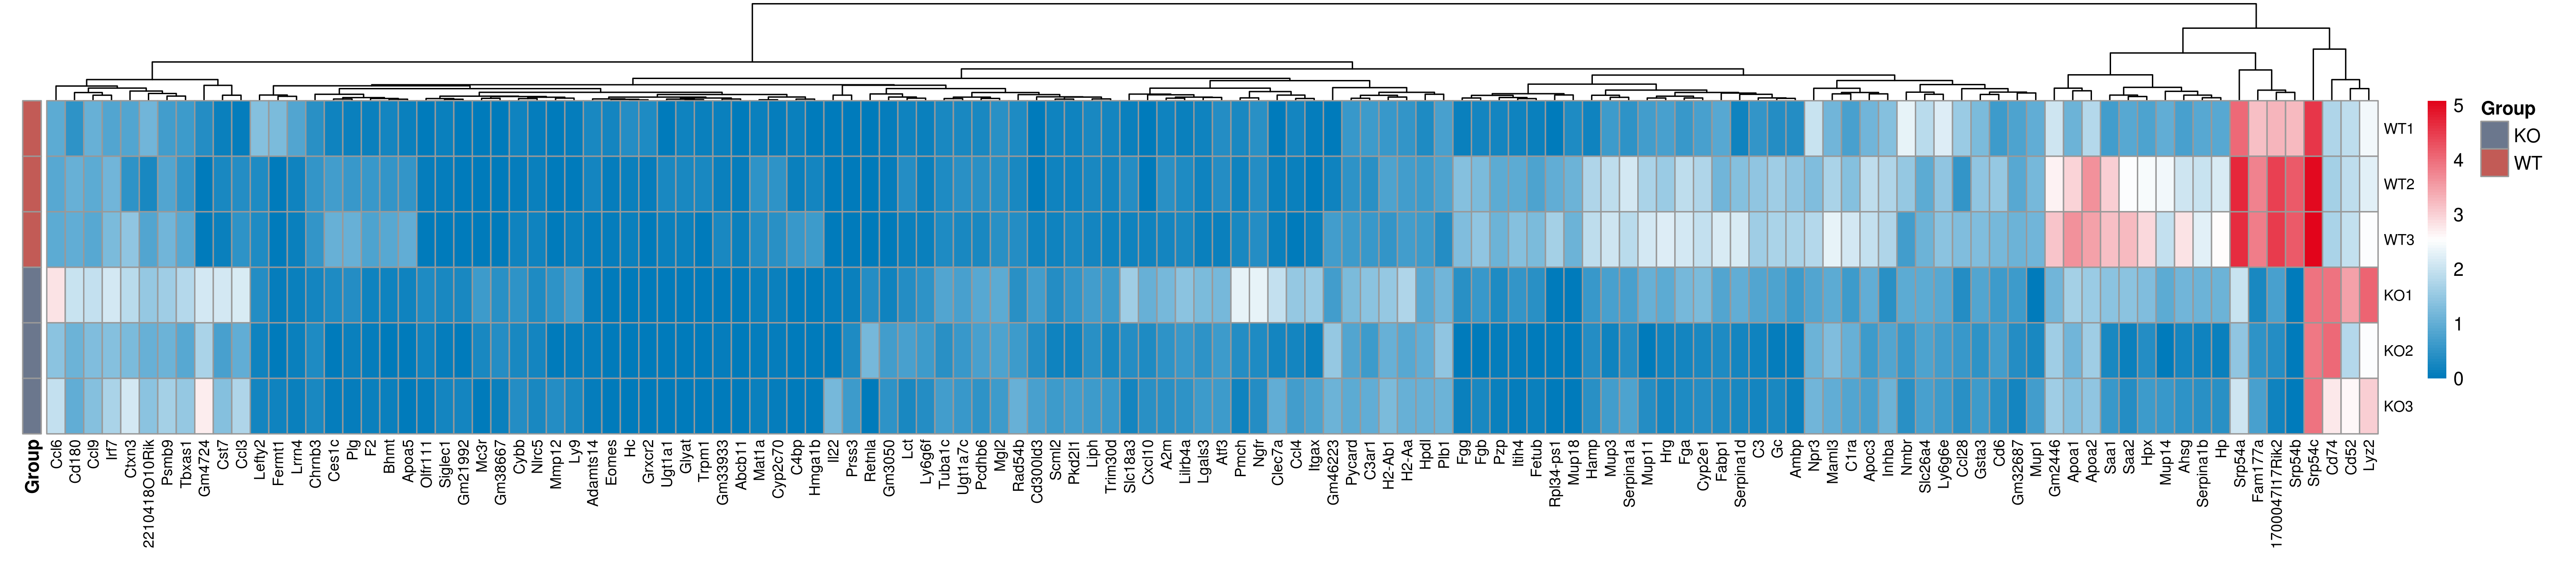 |
| --- |

**Figure S5:** The heatmap to visually assess the results of clustering on the DEGs expression profile. The vertical axis is the log2 of sample (FPKM + 1), and the horizontal axis is the gene. Under the default color matching, the warmer the color block is, the higher the expression level is, and the colder the color block is, the lower the expression level is.

**References**

1. Chen, Y.; Chen, Y.; Shi, C.; Huang, Z.; Zhang, Y.; Li, S.; Li, Y.; Ye, J.; Yu, C.; Li, Z. SOAPnuke: a MapReduce acceleration-supported software for integrated quality control and preprocessing of high-throughput sequencing data. *Gigascience* **2018**, *7*, gix120.

2. Langmead, B.; Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nature methods* **2012**, *9*, 357.

3. Li, B.; Dewey, C.N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC bioinformatics* **2011**, *12*, 1-16.

How the deposited data were processed for this re-analysis (not part of the article)

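The study sequenced cortex RNA from 3 KO and 3 WT mice. The authors removed adaptor, low-quality and short reads with SOAPnuke, aligned the clean reads to mouse reference gene sequences with Bowtie2, and estimated expression with RSEM. The genome build and the annotation release are not given in the sources used here. The authors deposited 1 table of FPKM values per gene with 6 columns of values. Its columns are named by codes that match no sample label and no name in the paper or in the supplementary tables used here, and columns were not matched to mice by their order or their values. The 6 columns were therefore not used in any step. For this reason no expression value, fold change or test of KO against WT was computed, and the depth per sample was not measured. The tests, the alternatives and the rule for the genes to be named were set before the deposited table was opened and were not run. The values of Table S4 and the heatmap of Figure S5 had been seen when the rule was written.

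What was computed comes from the supplementary tables of the paper and from the reference. Positions of genes and exons were taken from the GENCODE M21 annotation of GRCm38. The reading frame of Stxbp6 without exon 3 was obtained by removing the exon from the transcript sequence and translating it from the annotated start codon with Biopython 1.88. Off-target sites were compared with the guides base by base without gaps. The primers of Table S3 were searched as exact matches in all annotated transcripts, the reverse primer as its reverse complement. Shared sequence between gene copies was counted over stretches of 100 bases, and of 50 bases as an alternative.

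The 126 genes of Table S4 were matched by gene identifier to the RefSeq gene table of GRCm38.p6, which held 125 of them. This table was used for the order of genes only. The test counted the largest number of Table S4 genes among 10 consecutive coding genes, against 100000 random sets of 125 genes drawn from 21887 coding genes. The p-value is the number of random sets that reach the same number plus 1, divided by the number of random sets plus 1 (one-sided permutation test). The background holds all coding genes, whether or not they are expressed in cortex. At a cutoff of 0.05 on simulated data, with fewer random sets per test, the test found 20 of 20 planted runs of 6 neighbouring genes. It called 0 of 20 random gene sets. These sets were drawn as in the test itself, so they do not show how it behaves with neighbouring gene copies. A list of 57 hepatocyte genes, which was written after Table S4 had been seen and before the deposited table was opened, was compared with Table S4. The genes named in the closing observations were chosen from the values in the paper's tables. Table S7 as used here held 26 rows, where the paper gives 28 pathways, so no test over pathways was made. Only its row for complement and coagulation cascades was read for its genes. The calculations used Python 3.11.15 and numpy 2.4.6, and the drawing used matplotlib 3.10.9.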

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

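The alternatives set before the deposited table was opened concern the FPKM values. They were not run, since the columns of that table were not matched to mice. No paired analysis was possible because the columns carry no replicate number. The paper also describes no pairs of KO and WT mice for the sequencing, so replicate numbers alone would not have justified such an analysis. The alternatives given here were all chosen after the paper's tables and the reference had been seen.

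The largest number of Table S4 genes among 10 consecutive coding genes was 6 (permutation test, p = 1e-05, the smallest that the permutations can give). Over 5, 20 and 50 consecutive coding genes the number was 4, 6 and 6, with p = 8e-05, 1e-05 and 0.00089 from the same permutation test. With similarly named neighbours counted once, the number fell to 3 and was no longer past the threshold of 0.05 (permutation test, p = 0.103). This alternative counts the Srp54 genes as 1 and the Fam177a genes as 1 by construction. The predicted product of Stxbp6 without exon 3 had 56 residues in both full-length transcripts. The lowest share of sequence in common among the 5 Srp54 and Fam177a copies was 72.1% over stretches of 100 bases and 75.2% over stretches of 50 bases. The number of off-target sites whose mismatches equal the paper's was 10 without the PAM. It was 1 with every base of the PAM, its free first base included. Which genes are in Table S4 depends on the depth of the paper's sequencing, and so do the number of genes in a run and its p, and this was not tested here. The values for the exon, the off-target sites and the shared sequence are not made from reads.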

Other observations

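The fold changes, p-values and directions given here are the paper's, from Table S4, and were not recomputed. The 2 tests of reads shared between gene copies were chosen after the gene list had been seen, as were the 10-gene runs.

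Of the 126 genes in Table S4, 6 lie in 1 run of 7 neighbouring RefSeq coding genes on chromosome 12, the chromosome of Stxbp6. They are Srp54a, Fam177a, Srp54b, 1700047I17Rik2, Gm2446 and Srp54c, and the seventh gene of the run, Gm2436, is not in Table S4. In GRCm38 the run extends from the start of Srp54a at 55080262 to the end of Srp54c at 55263836, while Stxbp6 ends at 45074709. GENCODE M21 lists Gm2436 and Gm2446 as pseudogenes. The 6 genes are all lower in KO. The paper's log2 fold changes are -11.37 for Srp54b, -5.53 for 1700047I17Rik2, -3.92 for Fam177a, -2.43 for Srp54a, -1.94 for Gm2446 and -1.01 for Srp54c, with the paper's p between 4.33e-23 for Srp54a and 1.22e-05 for Gm2446. No other run of 10 coding genes held more than 4 genes of Table S4. A run of 6 was reached by none of 100000 random gene sets (permutation test, p = 1e-05, the smallest that they can give). The result depends on counting the copies separately. With similarly named neighbours counted once, 3 remained and p was 0.103. The paper reports the Srp54 genes, and its text does not mention that these genes adjoin each other.

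Reads moved from 1 copy to another in the estimation would raise at least 1 copy, whereas 5 of 5 Srp54 and Fam177a copies are lower in Table S4, which argues against such a shift among these genes as the whole cause. A fall of some copies that was spread over the others through shared reads stays open, because 98.4% of the 100-base stretches of Srp54b also occur in Srp54a or Srp54c and no reads unique to a copy were examined. The paper also measured Srp54 by QRT-PCR and reports that it was lower in KO, which does not rest on the assignment of reads. Figure S3 draws 1 value per genotype for the Srp54 genes together, and Table S3 lists primers for beta-actin, C3 and Il22, so this measurement is of a fall in Srp54 mRNA and does not show which copies fell. A hypothesis is that the run differs between the KO and WT mice in its DNA. It was written after the gene list had been seen and before the positions were tested. The difference would be either a segment inherited together with the edited Stxbp6 locus or a difference in copy number at 1 place. An inherited segment needs the run to lie on the chromosome of Stxbp6, as it does, whereas a copy number difference could lie on any chromosome and the position says nothing about it. Of the 24 coding genes between Stxbp6 and the run, 0 are in Table S4, and neither is Stxbp6 itself. A segment inherited with the locus may leave the expression of most of its genes as it was, so this count does not decide. A copy number difference limited to the run, an inherited segment, and an effect of the loss of Stxbp6 on these genes cannot be told apart from a gene list. The DNA of the run was not examined here, and a difference between C57BL/6 substrains was not tested.

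Of the 57 genes in the hepatocyte list, 26 are in Table S4, and 26 of these 26 are lower in KO. They make up 37.7% of the 69 genes that are lower. Among them are Apoa1, Apoa2, Fga, Fgb, Fgg, Hpx, Mup3 and Serpina1a. The list was written with Table S4 in view, so this share is not independent evidence, and 15 of its 57 genes are also in another of the gene lists written with it. In the row of Table S7 for complement and coagulation cascades, 12 of the 15 genes are lower and 3 are higher, and 8 of the 12 are in the hepatocyte list. The lower genes of this row outside the list are C1ra, C3, C4bp and Hc. Absence from the list does not show that a gene is not made in liver. The 3 that are higher are Itgax, A2m and C3ar1. A candidate explanation for the lower genes is that some WT libraries hold RNA from liver, which would bring many liver transcripts together. This was not decided, since the values per library of the 31 list genes outside Table S4, Alb among them, were not analysed here. The heatmap of Figure S5 draws the genes of Table S4 in each sample, and no values were read from it here. An effect of genotype on the lower hepatocyte genes stays open as well.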
